# Analysis of microRNA Expression Profiles Induced by Yiqifumai Injection in Rats with Chronic Heart Failure

**DOI:** 10.3389/fphys.2018.00048

**Published:** 2018-02-06

**Authors:** Yu Zhao, Yunfei Li, Ling Tong, Xinying Liang, Han Zhang, Lan Li, Guanwei Fan, Yi Wang

**Keywords:** Yiqifumai injection, miRNA expression profiling, chronic heart failure, traditional Chinese medicine, hypertrophy, apoptosis

## Abstract

**Background:** Yiqifumai Injection (YQFM) is clinically used to treat various cardiovascular diseases including chronic heart failure (CHF). The efficacy of YQFM for treating heart failure has been suggested, but the mechanism of action for pharmacological effects of YQFM is unclear.

**Methods:** Echocardiography detection, left ventricular intubation evaluation, histopathology and immunohistochemical examination were performed in CHF rats to evaluate the cardioprotective effect of YQFM. Rat miRNA microarray and bioinformatics analysis were employed to investigate the differentially expressed microRNAs. *In vitro* models of AngII-induced hypertrophy and t-BHP induced oxidative stress in H9c2 myocardial cells were used to validate the anti-hypertrophy and anti-apoptosis effects of YQFM. Measurement of cell surface area, ATP content and cell viability, Real-time PCR and Western blot were performed.

**Results:** YQFM significantly improved the cardiac function of CHF rats by increasing left ventricular ejection fraction and fractional shortening, decreasing left ventricular internal diameter and enhancing cardiac output. Seven microRNAs which have a reversible regulation by YQFM treatment were found. Among them, miR-21-3p and miR-542-3p are related to myocardial hypertrophy and cell proliferation, respectively and were further verified by RT-PCR. Target gene network was established and potential related signaling pathways were predicted. YQFM could significantly alleviate AngII induced hypertrophy in cellular model. It also significantly increased cell viabilities and ATP content in t-BHP induced apoptotic cell model. Western blot analysis showed that YQFM could increase the phosphorylation of Akt.

**Conclusion:** Our findings provided scientific evidence to uncover the mechanism of action of YQFM on miRNAs regulation against CHF by miRNA expression profile technology. The results indicated that YQFM has a potential effect on alleviate cardiac hypertrophy and apoptosis in chronic heart failure.

## Introduction

Chronic heart failure (CHF) refers to a progressive syndrome of heart failure with high morbidity and mortality (Ramani et al., 2010; Segers and De Keulenaer, 2013). Clinical observations show that several syndromes have high risk inducing CHF, such as hypertension (He et al., 2001), age factors (Fukuta and Little, 2007) and neurohormonal system disorder (Landmesser et al., 2009), etc. Common used therapies for CHF include angiotensin converting enzyme inhibitors (Berliner and Bauersachs, 2017), beta-receptor blockers (Oniorisan and Lanfear, 2014), mineralocorticoid receptor antagonist (Liu et al., 2015), diuretics (Faris et al., 2012) and other modern medicines.

Compared to the conventional treatment by small molecule drugs, Traditional Chinese Medicine (TCM) including botanical drug, provides a more flexible approach for individualized medicine with better efficacy and less side effects (Xu, 2009). Shengmaifang, a particular prescription of TCM, has obvious clinical curative effects on preventing or curing CHF (Fu et al., 2010). Yiqifumai Injection (YQFM), derived from Shengmaifang, is composed of *Panax ginseng, Ophiopogon japonicas*, and *Schisandra chinensis.ginseng* (Li et al., 2015). It is a modern botanical drug to treat microcirculatory disturbance-related diseases (Yuan et al., 2011). Several studies showed that YQFM can exert cardioprotective effects through protecting cardiomyocytes, preventing myocardial calcium overload (Yang et al., 2017), exhibiting anti-hypoxic function (Feng et al., 2016), apoptosis reduction (Li et al., 2016), anti-inflammatory (Xing et al., 2013) and other pharmacological regulations. However, investigation on pharmacological mechanism of YQFM for treating CHF has been hampered due to the lacking of holistic strategies.

MicroRNAs (miRNAs) are noncoding regulatory single stranded small RNAs with short length (19~25 nucleotides in general) (Kuo and Ying, 2013). miRNAs play pivotal roles in regulating cell proliferation, differentiation and apoptosis by degrading down street mRNAs or inhibiting protein expression (Bartel, 2009; Kuo and Ying, 2013; Ciszek et al., 2015). Aberrant miRNA profiles have been reported to associate with several diseases such as myocardial diseases and cancers in human (Hayes et al., 2014; Olson, 2014). For miRNA profiling study, microarray technique makes it possible to detect hundreds of miRNAs expression efficiently (Wu et al., 2013; Rong et al., 2015). The technique mainly focuses on mining and identifying new or already known miRNAs among abundance of differentially expressed miRNAs (Rong et al., 2015). By further predicting target genes with their interaction and relative pathways, it can indicate the aberrant physiological conditions or developmental stages of the samples.

In this study, we employed microarray-based approach to investigate the miRNA expression profiles of YQFM in treating chronic heart failure and found out pivotal differentially expressed miRNAs. By further predicting related gene targets and pathways, we found the anti-CHF effects of YQFM may be attributed to preventing cardiac hypertrophy and apoptosis, which were further validated by *in vitro* cellular models. This systematic approach to investigate the miRNA expression profiles and pharmacological validation of Yiqifumai Injection improved the understanding of mechanism of action of Shengmaifang, and provided the basis to its effective components discovery.

## Materials and methods

### Animal experiments

In this study, all procedures that involved animals were performed in accordance with institutional guidelines and with approval from the Animal Use Committee of Tianjin University of Traditional Chinese Medicine. 30 male wistar rats (180~200 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). All rats were reared under standard laboratory conditions. A chronic heart failure (CHF) model was produced secondary to ligation of the left anterior descending coronary artery. Briefly, rats were anesthetized by 5% chloral hydrate. A left thoracotomy was performed at the 5th intercostal space, the heart was rapidly exteriorized, and the left anterior descending coronary artery was ligated by a 6~0 polypropylene suture, placed approximately 2–3 mm distant from its origin, and tied securely. Subsequently, the heart was returned to its original position and the incision was closed. 400,000 U penicillin per rat was injected after surgical treatment.

If ST segment elevated more than 0.2 mV on electrocardiograms and echocardiography was used to detect ejection fraction (EF) values were between 38% and 50% after 24 h surgical treatment, it was suggestive of myocardial infarction (MI). Sham-operated rats similarly treated without ligature served as controls. The surviving rats (20 MI rats and 10 Sham rats) were housed and maintained on standard chow. All procedures involving animals and their care in this investigation conform to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996). The rats were maintained for a period of 4 weeks and alive ones were randomly separated into three groups (*n* = 10) as follows: Sham-operated group (Sham, physiological saline, i.p.), Myocardial Injury group (MI, physiological saline, i.p.) and Yiqifumai Injection-treated group (YQFM, 5 mg/Kg/d, i.p.). Drug treated rats were administrated for 28 days, Sham and MI rats received an equivalent volume of physiological saline each day.

### Echocardiography detection and left ventricular intubation evaluation

Echocardiography was used to detect ejection fraction (EF), fraction shortening (FS) and peak velocity (Peak Vel) by Vevo2100 Ultrasonic doppler instrument (VisualSonics, Canada) at 4 weeks after the operation as performed in our previous study. Left ventricular intubation (Millar, USA) evaluated maximum rate of left ventricular systolic pressure rise (dP/dt max), cardiac output (CO) and stroke work (SW). BNP and c-TNT levels were evaluated with an enzyme linked immunosorbent assay (ELISA) kit according to the manufacturer's instructions.

### Histopathology and immunohistochemical examination

Rats underwent a left thoracotomy under anesthesia (chloral hydrate i.p.), and heart sections were fixed with 4% paraformaldehyde (PFA) and treated with masson-trichrome staining for histopathological examination. Heart sections was made into paraffin sections. After general dewaxing and antigen reparation, the tissue slices were overlayed with primary antibodies, including B-cell lymphoma-2 (Bcl-2, Proteintech, China) and B-cell associated X (BAX, Proteintech, China) at 4°C overnight. Slides were incubated with the biotinylated secondary antibodies for 30 min at 4°C and then with a streptavidin (Dako, Kyoto, Japan). Color development was accomplished using DAB as a chromogen.

### Agilent rat miRNA microarray experiment and data analysis

Total miRNAs were extracted from tissues in the left ventricle near infarction area of rats, using mirVanaTM RNA Isolation Kit according to the manufacturer's specifications. Total miRNA was quantified by the NanoDrop ND-2000 (Thermo Scientific) and the miRNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). The sample labeling, microarray hybridization and washing were performed based on the manufacturer's standard protocols. Briefly, total miRNA was dephosphorylated, denaturated and then labeled with Cyanine-3-CTP. After purification the labeled miRNAs were hybridized onto the microarray. After washing, the arrays were scanned with the Agilent Scanner G2505C (Agilent Technologies).

Feature Extraction software (version10.7.1.1, Agilent Technologies) was used to analyze array images to get raw data. Next, Genespring software (version 12.5; Agilent Technologies) was employed to finish the basic analysis with the raw data. Both raw data and normalized data have uploaded into GEO database as the accession number of: GSE106547. Differentially expressed miRNAs were then identified through fold change (fc) and Reverse Rate (RR). The threshold set for up- and down-regulated genes was a fold change ≥4 (or ≤1/4) and a Reverse Rate (RR) from 1 to 2. Hierarchical Clustering was performed to show the distinguishable miRNAs expression pattern among samples. Target genes of differentially expressed miRNAs were the intersection of the prediction by 2 databases: Diana microT-CDS v5.0 (Reczko et al., 2012; Paraskevopoulou et al., 2013) and miRwalk v3.0 (Dweep et al., 2011; Dweep and Gretz, 2015). DAVID Bioinformatics Resources v6.8 was used to determine the function of target genes and predicted signaling pathways. String v10.5 and Cytoscape v3.3.0 was employed to construct the network of target genes.

### Real-time PCR of differential miRNAs

Quantification of miRNAs was performed with a two-step reaction process: reverse transcription (RT) and PCR. Each RT reaction consisted of 1 μg RNA, 4 μl of miScript HiSpec Buffer, 2 μl of Nucleics Mix and 2 μl of miScript Reverse Transcriptase Mix (Qiagen, Germany), in a total volume of 20 μl. Reactions were performed for 60 min at 37°C, followed by heat inactivation of RT for 5 min at 95°C. The 20 μl RT reaction mix was then diluted × 5 in nuclease-free water and held at −20°C. Real-time PCR was performed with 10 μl PCR reaction mixture that included 1μl of cDNA, 5 μl of 2 × LightCycler® 480 SYBR Green I Master (Roche, Swiss), 0.2 μl of universal primer (Qiagen, Germany), 0.2 μl of microRNA-specific primer and 3.6 μl of nuclease-free water. Reactions were incubated in a 384-well optical plate at 95°C for 10 min, followed by 40 cycles of 95°C for 10 s, 60°C for 30 s. The microRNA-specific primer sequences were as follows: rno-miR-21-3p: CAA CAG CAG TCG ATG GGC T; rno-miR-542-3p: TGT GAC AGA TTG ATA ACT GAA A. The expression levels of microRNAs were normalized to rno-miR-92a-3p, and they were calculated by 2^−ΔΔCT^ method.

### Cell culture

Rat H9c2 myocardial cells (from rat cardiac) (Cell bank of Chinese Science Academy, Shanghai, China) were cultured in DMEM (Corning, USA) containing 10% fetal bovine serum (Sigma, USA), 100 U/mL penicillin, and 100 μg/mL streptomycin (Gibco, USA). All the cells were grown in 5% humidified CO_2_ atmosphere at 37°C.

### Myocardial hypertrophy cell model and measurement of cell surface area

H9c2 myocardial cells were grown in 96-wells and pre-incubated with angiotensin II (AngII) (0.1 μM) and YQFM (2.5 mg/ml) for 48 h. After Fixing cells by 4% formaldehyde and increasing cellular permeability by 0.1% Triton X-100, cell fluorescence was performed by incubating for 15 min with Alexa Fluor® 488 Phalloidin (1:20, CST), to stain the F-actin, and Hoechst 33342 (1:1,000, Sigma), to stain the nucleus. After being washed with PBS, cell fluorescence was visualized using Leica DMI 6000 Inversed Fluorescent Microscope (Leica, Germany). Photographic images were collected from randomly selected fields. Cardiomyocytes surface area was determined from four pictures each group using Image-Pro Plus 6.0 by total cell area divided total cell number.

### Real-time PCR of mRNA

Relative mRNA expression of *ANP*, a myocardial hypertrophic marker was detected by Real-time PCR in AngII induced hypertrophy H9c2 myocardial cells. Total RNA was extracted using RNeasy® Mini Kit (QIAGEN, Germany) according to the manufacturer's protocol. Two micrograms of total RNA were used to synthesize cDNA with QuantiTect Rev.Transcription Kit (QIAGEN, Germany) using random primers. 50 ng of total cDNA was used for PCRs by GenElute™ QuantiFast SYBR Green PCR Kit (QIAGEN, Germany). Primers specific to the atrial natriuretic peptide (*ANP*) gene (Fw: GGG AAG TCA ACC CGT CTC A; Rev: GGC TCC AAT CCT GTC AAT CC, Sangon, China) and Rat *GAPDH* Endogenous Reference Genes Primers (Sangon, China) were used to PCR. The expression level of *ANP* was normalized to *GAPDH*, and they were calculated by 2^−ΔΔCT^ method.

### Cell apoptotic model and Hoechst 33342 staining

H9c2 myocardial cells were seeded in 96-wells at the density of 4,000/well. The cells were pre-incubated with YQFM (2.5 mg/ml) for 24 h before exposed to tert-butyl hydroperoxide (t-BHP) for 1 h. Intracellular Nuclear DNA in treated cells contained in 96-well plates was visualized by staining with the DNA-specific dye Hoechst 33342 at a final concentration of 5 mg/ml. Cells were observed immediately with filters for blue fluorescence.

### Western blot analysis

H9c2 myocardial cells were seeded in 6-wells at the density of 100,000/well. The cells were pre-incubated with YQFM (2.5 mg/ml) for 24 h before exposed to tert-butyl hydroperoxide (t-BHP) for 1 h. The expressions of p-Akt and Akt were measured by Western Blot. Briefly, H9c2 cardiomyocytes with or without oxidative stress and YQFM treatment were rinsed twice with PBS buffer and lysed with a lysis buffer for Western blot and IP on ice to extract the protein. After quantification of protein concentration by BCA protein assay (Thermo Scientific, USA). The protein was separated by SDS-PAGE gel electrophoresis and transferred onto PVDF membrane. Membrane was blocked with 5% nonfat dry milk for 2 h at room temperature. Antibodies against p-Akt (Cell Signaling Technology, USA), Akt (Cell Signaling Technology, USA), HRP-labeled Goat Anti-Rabbit IgG (H+L) (Beyotime, USA) and GAPDH (Hangzhou HuaAn Biotechnology Co., Ltd, China) were used at 1:1,000. The antigen-antibody complexes were then detected with an ultra-sensitive-enhanced chemiluminescent (ECL) substrate (Invitrogen) then visualized by GelDoc XR System (BIO RAD). GAPDH was used as internal standards.

### Measurement of ATP content and cell viability

After YQFM and t-BHP treatment, intracellular ATP content was measured by CellTiter-Glo® Luminescent Assay kit (Promega) according to the instruction of manufacture. Cell viability was measured by methyl thiazolyl tetrazolium (MTT) assay and the absorbance was recorded by a TECAN infinite F200 Multi-function microplate with wavelength 580 nm. The changes of ATP content and cell viability were calculated by comparing the luminescent or absorbance signal of the treated cells with that of untreated H9c2 myocardial cells.

### Statistical analysis

All values were expressed as the means ± SD. Unpaired Student's t-test and One-Way ANOVA were used to analyze differences among groups. Statistical analysis was performed using GraphPad Prism. *P*-values of less than 0.05 were considered statistically significant.

## Results

### YQFM improved cardiac functions of rats with chronic heart failure

Rats with extensive myocardial infarction were regarded as a reliable model for chronic heart failure. As shown in Figure 1, Masson's trichrome and HE staining images showed that the MI group existed myocardial fibrosis caused by CHF. YQFM treatment could inhibit hyperplasia of interstitial fibers in myocardium, thus reversed ventricular remodeling process. The immunohistochemical results of myocardial tissue showed that YQFM obviously reduced expression of BAX and increased expression of Bcl-2. It indicated that YQFM might reduce myocardial apoptosis through regulating expression of BAX and Bcl-2.

**Figure 1:**
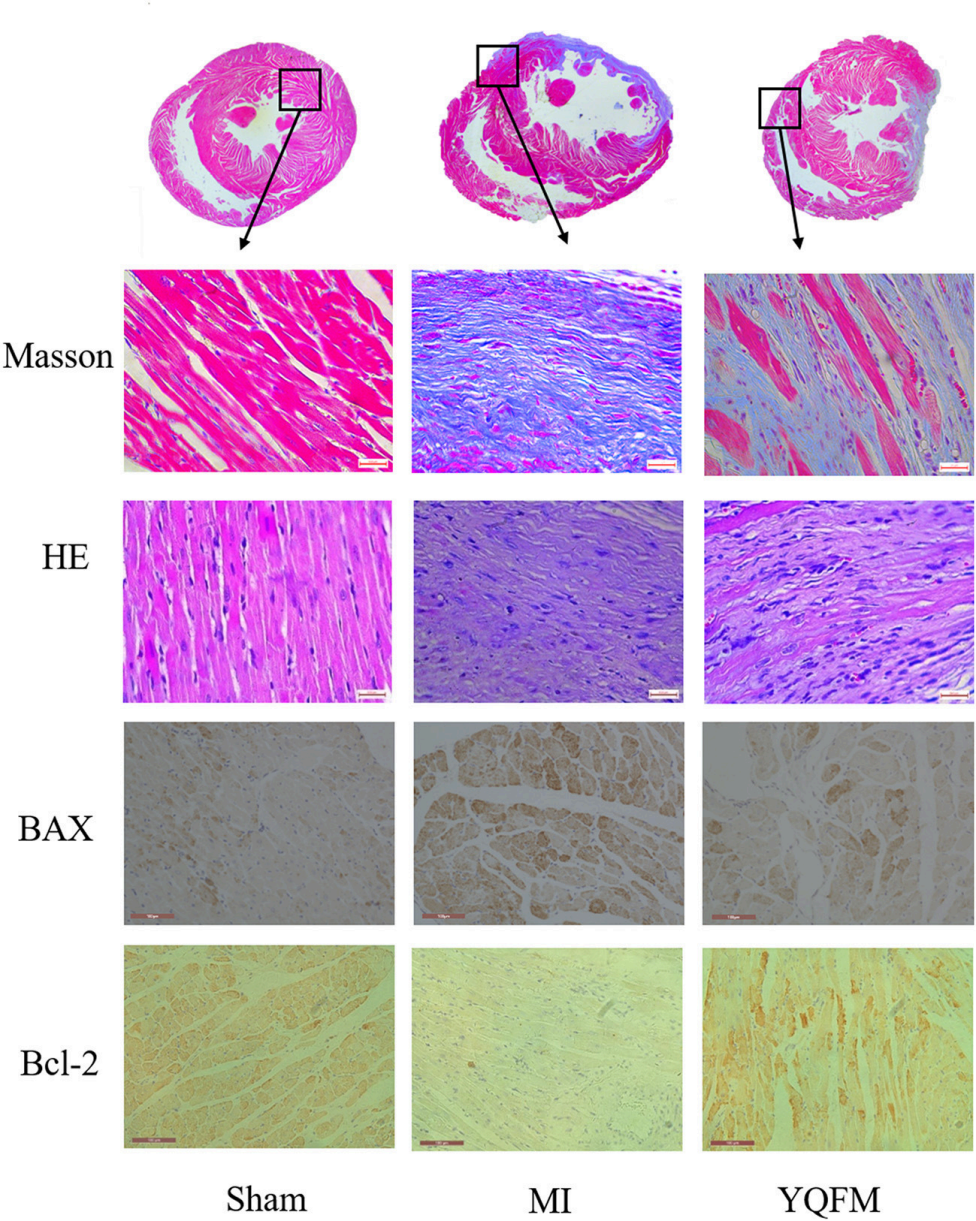
Cardiac function evaluation with histopathology and immunohistochemical examination. Masson's trichrome and HE staining image (value of scale bar is 640 μm); Immunohistochemical image of BAX and Bcl-2 (value of scale bar is 100 μm).

The result of PV-loop showed a markedly decreased maximum rate of left ventricular systolic pressure rise (dP/dt max), cardiac output (CO) and stroke work (SW) (*P* < 0.01) in MI group. However, YQFM treatment could obviously increase dP/dt max (*P* < 0.01), CO (*P* < 0.05), and SW (*P* < 0.01), indicating that YQFM could effectively improve adverse physiological function caused by CHF. The cardiac EF and FS of MI group, which reflects the overall cardiac function, were significantly decreased to 50% or less compared to Sham groups (*P* < 0.01), suggesting the cardiac function was significantly reduced. In YQFM group, EF and FS were significantly increased (*P* < 0.01), which indicated that YQFM could protect overall cardiac function against CHF. In the aspect of arterial hemodynamics, YQFM group effectively ameliorated the aortic outflow peak velocity (Peak Vel) (*P* < 0.05). The left ventricular internal diameter (LVID) in MI rats significantly expanded in the end-diastolic phase (*P* < 0.01) compared to the Sham-operated group. However, YQFM significantly reduced it (*P* < 0.01). Meanwhile, YQFM could also decrease BNP (*P* < 0.01) and c-TNT (*P* < 0.01) levels in order to protect cardiomyocytes from hypertrophy and cardiac dysfunction (Figure 2).

**Figure 2:**
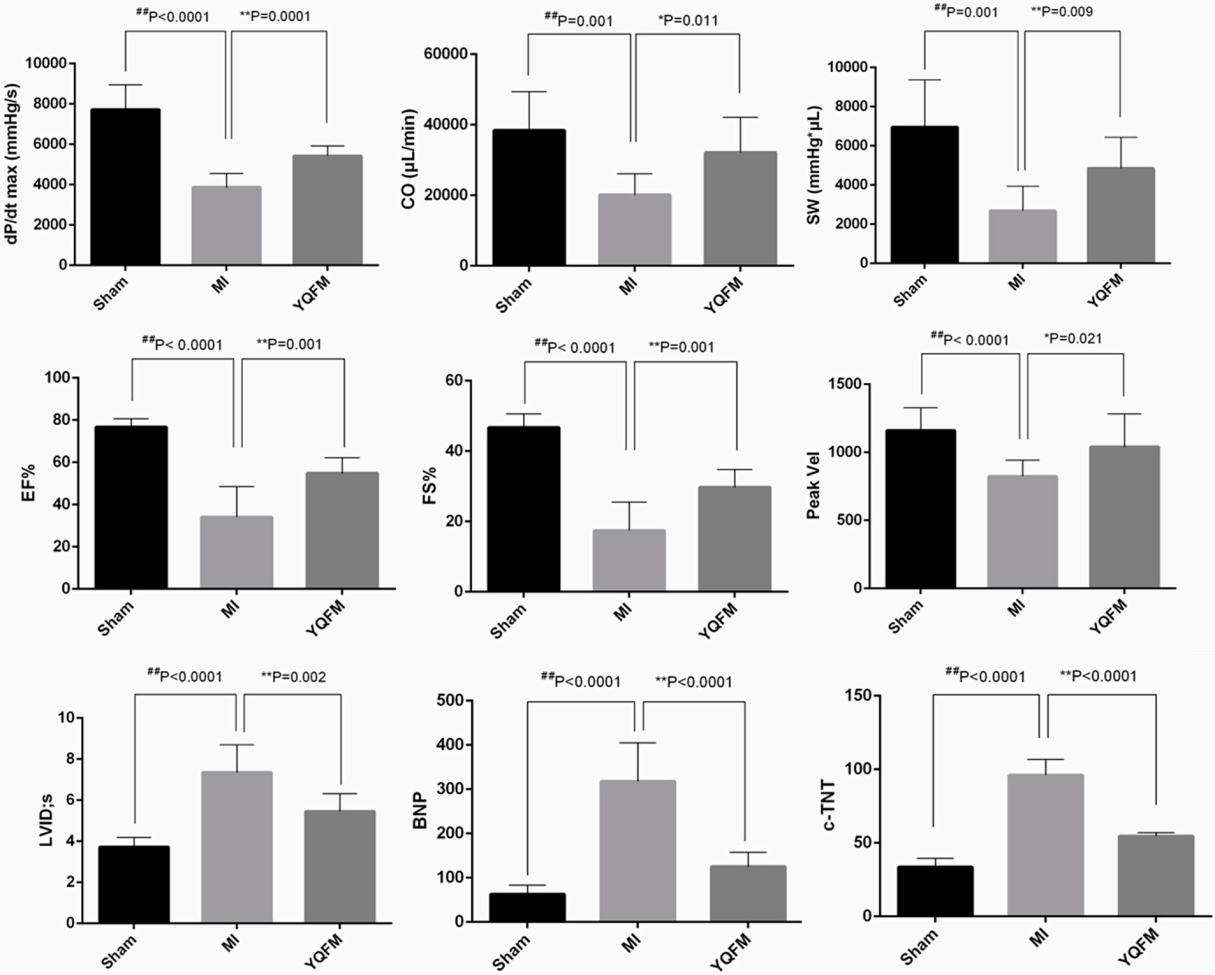
Cardiac function evaluation with echocardiography detection (*n* = 10), left ventricular intubation evaluation (*n* = 8) and immunohistochemical examination (*n* = 8). All data are shown as the mean ± S.D. Unpaired Student *t*-test was performed. ^*^P < 0.05, ^**^P < 0.01, vs. MI group; ^##^*P* < 0.01 vs. Sham group.

### MiRNAs expression profiling analysis

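MiRNA expression was measured in 12 rats, 4 in each of the Sham, MI and YQFM groups, in tissue of the left ventricle near the infarction area. YQFM, an injection prepared from botanical drugs, was given to infarcted rats at 5 mg/kg/d for 28 days, and the Sham and MI rats received saline. The RNA of each rat was labeled with a single dye and hybridized to its own Agilent rat miRNA array, so that each array gave the signal of 1 rat and not a ratio. The array held 758 rat miRNAs on 1806 probes, mostly 2 probes per miRNA (594 miRNAs) or 4 (132 miRNAs), in 12128 spots. The arrays lay on 3 slides that followed the groups closely. The first slide held MI replicates 1 to 3, another held MI replicate 4 with YQFM replicate 1, and the remaining slide held all 4 Sham arrays with YQFM replicates 2 to 4. No slide held both MI and Sham arrays, and only 1 slide held both MI and YQFM arrays, with 1 of each. The sample labels conflicted for 2 arrays. MI replicate 4 carried a source name of the Sham group, and Sham replicate 4 a source name of the YQFM group, while their titles and group entries gave the groups used here, which match the 4 samples per group of Figure 3.

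The authors deposited the scanner output of each array, which holds the background-subtracted intensity of each spot without scaling between arrays, and a table with their processed values. From the scanner output, spots marked as outliers were left out (902 to 1052 per array), and the intensity was averaged over the spots of a probe and then over the probes of a miRNA. Each array was scaled to the 75th percentile of the 201 miRNAs detected on all arrays. A miRNA was called detected when more than 50% of the spots of at least 1 of its probes were well above background. Scaled signals below 5.20, the highest of the arrays' lowest detected signals, were set to that floor before taking log2. Between 24.4% and 31.6% of the spots of an array were well above background, and no spot was saturated. The number of detected miRNAs was 243 ± 9.15 (SD, n = 4) in the Sham group, 239 ± 25.4 in the MI group and 254 ± 10.4 in the YQFM group, a difference between MI and Sham within the spread of the arrays (exact two-sided permutation test, p = 0.771). The spots of a probe varied with a median coefficient of variation of 6.12% to 9.35% per array. Over the 201 miRNAs, the log2 signals of arrays of the same group correlated with a median r of 0.983, against 0.977 for arrays of different groups. The 263 miRNAs detected on at least 2 of the 4 arrays of a group were compared with a moderated linear model over all 12 arrays (limma, two-sided, Benjamini-Hochberg adjustment). The number of arrays limits the precision. In data simulated for MI against Sham, with 50 of the 263 miRNAs changed, the model recovered 44% of changes of 0.5 on the log2 scale and 92% of changes of 1. With the slide as a block it recovered 0% and 26%.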

MiRNA chip technology was used to investigate the alteration of miRNA expression profiling in the present study. We analyzed the effect of YQFM on miRNA expression in myocardial tissue of CHF rat. 

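MI and Sham differed in 19 of the 263 tested miRNAs at an adjusted p threshold of 0.05 from limma, 1 higher and 18 lower in the MI group. At an unadjusted p under 0.05 there were 77, of which 11 were higher and 66 lower. For YQFM against MI, limma called 0 miRNAs, with 50 at an unadjusted p under 0.05 (30 higher and 20 lower after YQFM) and a smallest adjusted p of 0.0786. The methods' t-test, applied to the same values, gave 6 miRNAs for MI against Sham and 0 for YQFM against MI after Benjamini-Hochberg adjustment, and 59 and 45 at the study's own threshold. The log2 ratios of MI to Sham of the 19 miRNAs ran from -1.12 to 0.79.

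Among called miRNAs that were detected on at least 3 of 4 arrays of both groups and did not overlap, miR-92b-3p changed most. Its log2 signal was 4.87 ± 0.19 (SD, n = 4) in Sham, 3.76 ± 0.49 in MI and 4.67 ± 0.30 in YQFM. It fell by 1.11 from Sham to MI (standard error 0.230, adjusted p = 0.0195 from limma). It was 0.91 higher in YQFM than in MI, with an adjusted p of 0.0786. miR-1199-5p had a log2 ratio of MI to Sham of -0.70 (adjusted p = 0.0414), miR-133c of -0.61 and miR-193a-5p of -0.58. miR-292-5p followed with -0.51, and the adjusted p of these last 3 was 0.0105. The 3 miRNAs with the smallest unadjusted p for YQFM against MI were miR-133c (log2 ratio 0.48, standard error 0.106), miR-423-5p (-0.63, standard error 0.141) and miR-292-5p (0.38, standard error 0.0849). In each of these 3 the YQFM and MI arrays did not overlap (exact two-sided permutation test, p = 0.0286, the smallest p that 4 rats against 4 allow), but the adjusted p of 0.0786 did not pass the threshold. miR-423-5p did not differ clearly between MI and Sham (log2 ratio 0.23, adjusted p = 0.311).

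These counts depended on single arrays and on the slide. Without MI replicate 4 the number of called miRNAs was 62 for MI against Sham and 28 for YQFM against MI, and without MI replicate 3 it was 0 and 0. With the slide as a block no miRNA passed the threshold in either comparison, and the log2 ratio of MI to Sham became 0.14 for miR-92b-3p and 0.22 for miR-1199-5p. In that fit MI replicates 1 to 3, alone on their slide, did not enter the ratios. The ratio of YQFM to MI became that of YQFM replicate 1 to MI replicate 4, and MI to Sham ran through the same arrays. MI replicate 4 is also the array with a Sham source name. The ratio of miR-193a-5p also turned positive with another background correction (0.0063) and with the total signal of the scanner software (1.32), that of miR-1199-5p with the total signal (0.10), and that of miR-292-5p with only the brightest probe of each miRNA (0.013). miR-133c stayed lower in MI than in Sham under all 33 alternatives, and passed the threshold under 21 of them. Other filters and tests cannot change its ratio. It did not pass with another background correction, the total signal, the authors' processed values or only the brightest probe. Nor did it pass with any other scaling, with the scanner software's detection call or with the slide as a block, so its call depends on the processing.

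**Figure D1:**
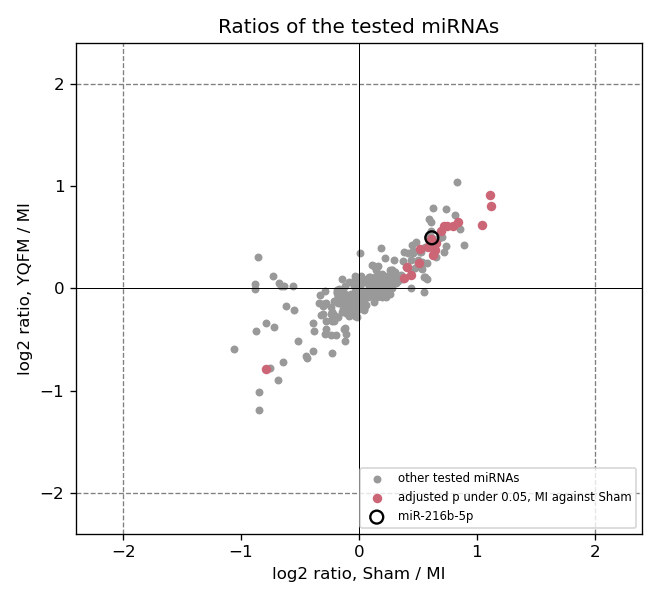
Log2 ratio of Sham to MI (horizontal axis) and of YQFM to MI (vertical axis) for the 263 tested miRNAs, each a ratio of means over 4 rats per group. Red points mark the 19 miRNAs called between MI and Sham, the open circle marks miR-216b-5p, and no point reaches the dashed lines at a 4-fold change.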

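The fold changes of the scaled signals were taken as ratios of group means of log2 values over 4 rats per group. Over the 263 tested miRNAs the fold change of Sham to MI ranged from 0.479 to 2.17, and that of YQFM to MI from 0.439 to 2.06. The floor understates changes of dim miRNAs. None reached 4 or 0.25 in these values, so 0 miRNAs met the fold change criterion in both comparisons, with or without a limit of 1 to 2 on the RR, the fold change of YQFM to MI divided by that of Sham to MI. Without the filter on detection, over all 758 miRNAs, the number was 0 as well.

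The authors' processed values gave other numbers. Each of their 9096 values equaled, within 0.2%, the sum of the signals of those probes of a miRNA that exceeded 3 times the probe's error, without scaling between arrays. Where no probe did, the value was set to 0.1, which was the case for 62.4% of the values. Among the miRNAs above 0.1 on at least 2 of the 4 arrays of a group, ratios of group means of log2 of these values met all criteria for 11 miRNAs. Ratios of linear group means over all 758 miRNAs, a calculation chosen after the values had been seen, met both fold changes for 18 miRNAs and the RR limit as well for 13. The 13 included miR-21-3p, miR-216b-5p, miR-219a-2-3p, miR-466c-5p, miR-542-3p and miR-702-5p. miR-381-3p met both fold changes with an RR of 0.732. Of the 18 miRNAs, 7 were set to 0.1 on every MI array and 6 on every Sham and YQFM array, so that their ratios depend on that value. Of the 13, only miR-216b-5p was detected on enough arrays to be tested, and it was well above background on 7 of the 12 arrays.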

Finally, as Table 1 showed, seven differentially expressed miRNAs were picked out complying with fold change (fc)≥4 (or ≤1/4) (both Sham group and YQFM group compared to MI group) and Reverse Rate (RR) (YQFM group compared to MI group) between 1 and 2. Finally, miR-21-3p, miR216-5p, miR219a-2-3p, miR381-3p, miR466c-5p, miR542-3p, and miR-702-5p were considered as the differentially reversed miRNAs regulated by YQFM. These miRNAs were analyzed by hierarchical clustering, showing the main established function of each one (Figure 3).

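Of these 7 miRNAs, only miR-216b-5p passed the detection filter. It was detected on 3 of 4 Sham arrays, 1 of 4 MI arrays and 3 of 4 YQFM arrays. Its scaled signal before the floor was 8.17 ± 2.49 (SD, n = 4) in Sham, 2.11 ± 2.44 in MI and 7.41 ± 1.87 in YQFM. On the floored log2 scale the ratio of Sham to MI was 0.62 (standard error 0.220, adjusted p = 0.0861 from limma) and that of YQFM to MI 0.49 (adjusted p = 0.253). An exact two-sided permutation test gave p = 0.143 for both. These ratios depend on the floor, at which 3 of the 4 MI arrays, 1 Sham array and 1 YQFM array lay. With the slide as a block, where the MI group enters only through MI replicate 4, the ratios were -0.05 and -0.00339. Its longest probe, TCACATTTGCCTGCAG, had no position in the array annotation. The gene, Mir216b, lies inside a long noncoding RNA gene next to Mir216a in the GRCr8 annotation of the rat genome, which was used for gene names and neighbors only and does not separate exons from introns.

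miR-21-3p was detected on 1 of the 12 arrays, a YQFM array, and its signal lay below the floor on every array. Before the floor the signal was 3.92 ± 0.59 (SD, n = 4) in Sham, 1.95 ± 1.03 in MI and 4.48 ± 0.318 in YQFM. The probe GACAGCCCATCGACT maps to chromosome 10 from 74864563 to 74864576 of the rat genome build rn4, and the gene, Mir21, neighbors Vmp1.

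The other 5 miRNAs were not well above background on any array, so no fold change was measured for them. miR-542-3p (probe TTTCAGTTATCAATCTGTCAC, no position in the array annotation, in a cluster with Mir322, Mir351, Mir450a1 and Mir503) had signals before the floor of 7.18 ± 1.66 in Sham, 2.90 ± 1.06 in MI and 5.73 ± 1.38 in YQFM (SD, n = 4 each). miR-381-3p (probe AGAGCTTGCCCTTGTA, rn4 chromosome 6 from 134407744 to 134407758, in a large miRNA cluster) had 7.02 ± 2.96, 3.75 ± 0.938 and 5.97 ± 1.04 in the same order of groups. For miR-702-5p (probe CATGCCAACCACCC, no position, within Plod3) the signals were 1.59 ± 0.847 in Sham, 3.82 ± 1.35 in MI and 1.57 ± 0.965 in YQFM. miR-219a-2-3p (probe ACAGATGTCCAGCCACA, rn4 chromosome 3 from 8833972 to 8833987, within Cercam) showed 4.26 ± 2.31 in Sham, 4.46 ± 1.38 in MI and 2.70 ± 0.499 in YQFM. miR-466c-5p (probe CATGTACATACACACATCA, no position, within Sfmbt2) showed 2.78 ± 1.52 in Sham, 4.96 ± 1.92 in MI and 4.41 ± 1.47 in YQFM. Some mapped spans are 1 base shorter than the probe.

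Exact two-sided permutation tests on these signals without the floor, chosen after the values had been seen, covered 14 comparisons. The smallest possible p of 0.0286 was reached by miR-21-3p in both comparisons, by miR-542-3p and miR-702-5p for MI against Sham, and by miR-381-3p for YQFM against MI. After Benjamini-Hochberg adjustment over the 14 exact tests none was below 0.08. These miRNAs had been selected by the study on the same arrays, so the tests are not independent evidence. Among miRNAs detected on no array, 4.88% had every YQFM array above every MI array, against 1.43% by chance. From miRNAs that changed in the MI group relative to Sham and changed back after treatment, by the fold changes and RR of Table 1, the paper considers these 7 miRNAs to be reversed and regulated by YQFM.

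**Figure D2:**
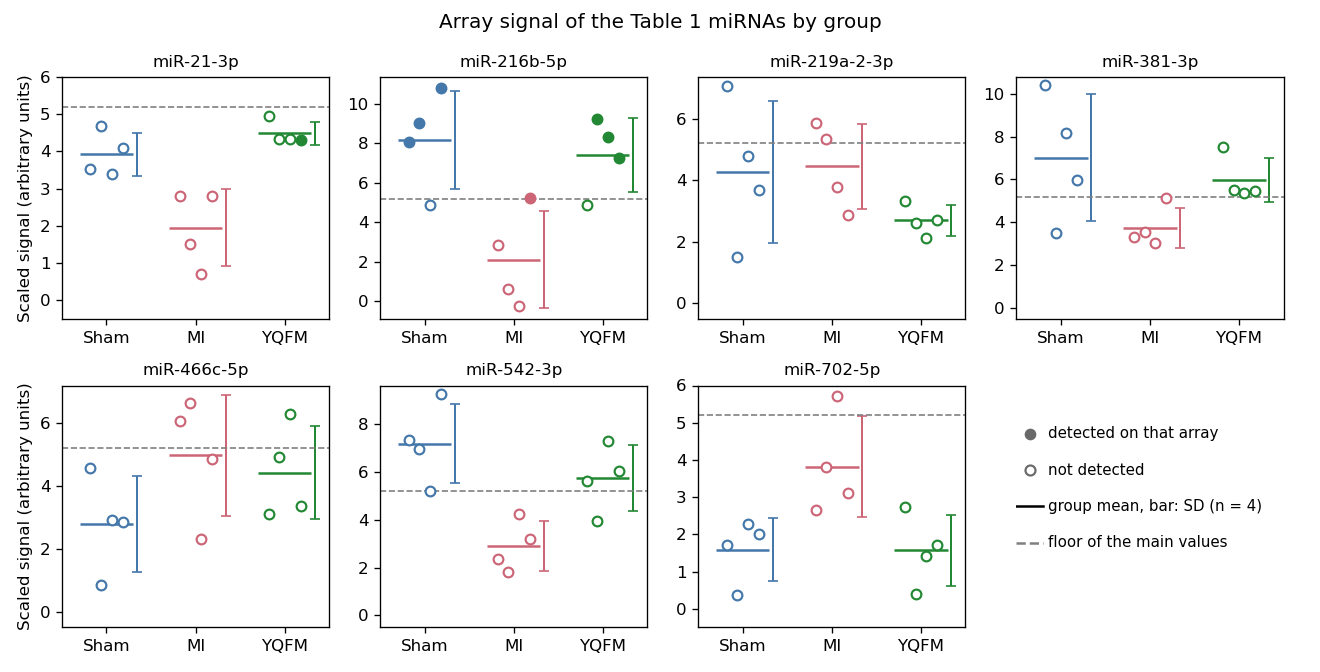
Scaled array signal before the floor (vertical axes, arbitrary units) of the 7 miRNAs of Table 1 in the Sham, MI and YQFM groups, with 1 point per rat, group means as horizontal lines and SD as bars (n = 4). Filled points are arrays on which the miRNA was detected, which was the case for miR-216b-5p on 7 arrays and for miR-21-3p on 1, and the dashed line is the floor of 5.20.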

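Clustering was repeated on the floored log2 values of these miRNAs, by average linkage on Euclidean distances of values standardized per miRNA. The paper's text does not name the linkage. miR-21-3p was at the floor on all 12 arrays and dropped out, which left 6 miRNAs. At 3 clusters of arrays, Sham replicate 1 and MI replicate 3 each stood alone and the other 10 arrays formed a single cluster. miR-702-5p lay above the floor on MI replicate 3 only, and miR-219a-2-3p was highest on Sham replicate 1 (2.82). With most values at the floor, standardizing per miRNA gives such single values much weight, so these clusters say little about the groups. The adjusted Rand index between these clusters and the groups, which is 1 for identical partitions and near 0 for unrelated ones, was -0.014. With complete linkage it was 0.217. With the authors' processed values, in which all 7 miRNAs vary, it was 0.368, and the arrays parted into MI replicates 1 and 2, MI replicates 3 and 4, and all Sham and YQFM arrays. In those values the 7 miRNAs split into miR-219a-2-3p, miR-466c-5p and miR-702-5p on 1 branch and the other 4 on another. The 7 miRNAs had been selected for a difference between MI and both other groups on these 12 arrays.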

**Table 1:** Differential miRNAs among all groups.

**Name**	**MI vs. Sham**	**YQFM vs. MI**	**fc(Sham/MI)**	**fc(YQFM/MI)**	**RR**
miR-21-3p	Down	Up	4.04	6.76	1.67
miR-216b-5p	Down	Up	4.34	4.45	1.03
miR-219a-2-3p	Up	Down	0.05	0.05	1.00
miR-381-3p	Down	Up	5.73	4.19	0.73
miR-466c-5p	Up	Down	0.05	0.05	1.00
miR-542-3p	Down	Up	38.63	42.41	1.10
miR-702-5p	Up	Down	0.05	0.05	1.00

**Figure 3:**
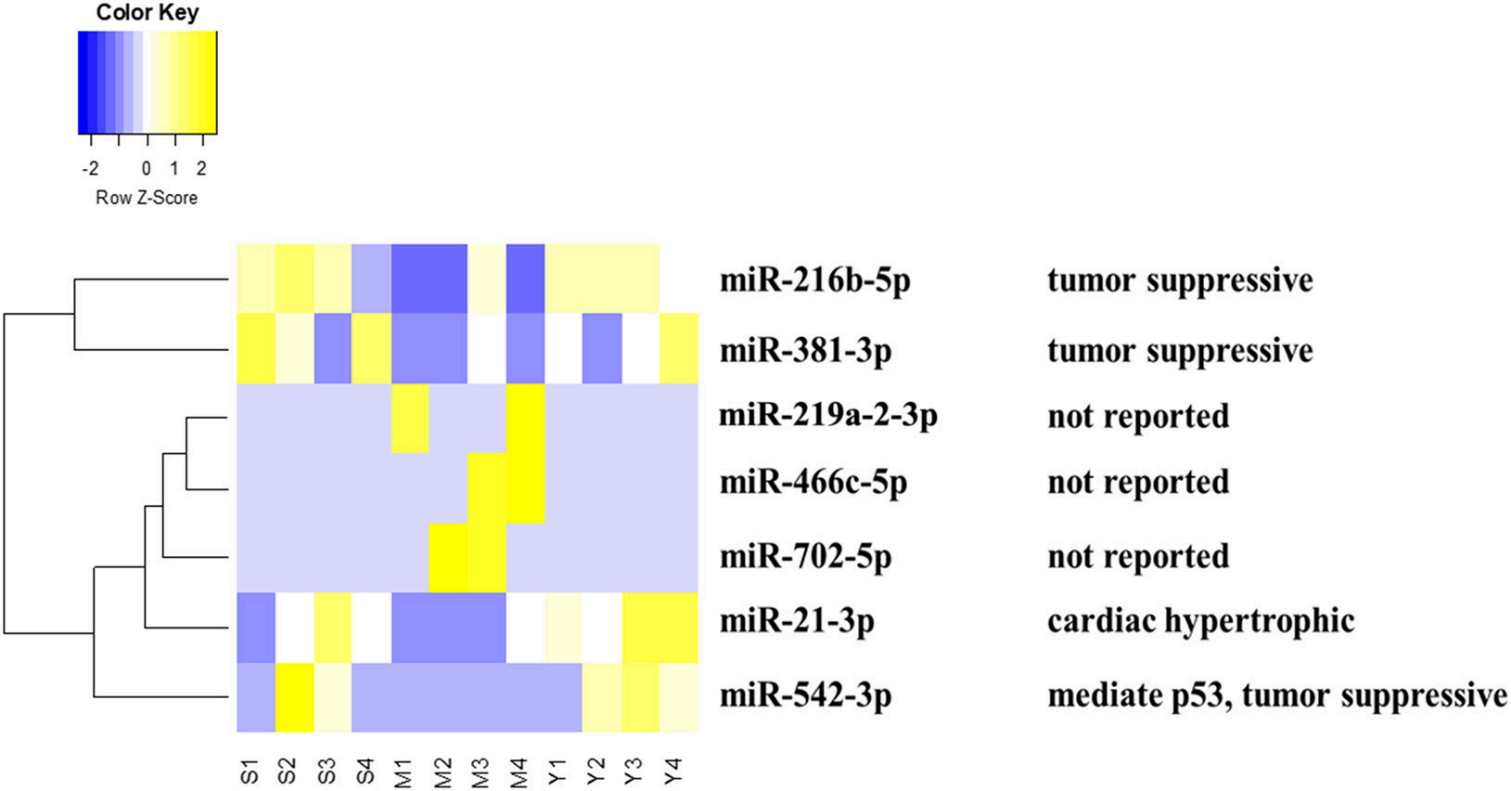
Heatmap of differential miRNAs by hierarchical clustering analysis: The S (1,2,3,4), M (1,2,3,4), Y (1,2,3,4) represents 4 samples in Sham, MI, and YQFM groups, respectively. The relative function of each miRNA was also listed.

According to recent reports, miR-21-3p could regulate cardiac hypertrophic response (Bang et al., 2014; Romay et al., 2015; Yan et al., 2015), inflammatory reaction (Yan et al., 2015), vascular reparation (Zahedi et al., 2016), aortic Stenosis (Jing et al., 2016), sepsis-associated cardiac dysfunction and cancer (Báez-Vega et al., 2016; Wang et al., 2016a). miR-216b-5p was connected with liver detoxication (Dluzen et al., 2016). miR381-3p is related to suppressive tumor proliferation (Xiao et al., 2017). miR-542-3p could modulate expression level of p53 (Wang et al., 2014), cell apoptosis and was connected with cancer (Wang et al., 2016c), ischemic stroke (He et al., 2016), liver failure (Ding et al., 2015), neointimal formation (Qian et al., 2015), diabetic cardiomyopathy and osteogenesis (Chavali et al., 2014; Kureel et al., 2014). miR219a-2-3p, miR466c-5p, and miR-702-5p were rarely reported for their functions so far.

Since miR-21-3p is related to myocardial hypertrophy and miR-542-3p is regulated to p53 expression and more importantly, both of them were regulated by YQFM, we hypothesized that YQFM might have the effects against cardiac hypertrophy and apoptosis.

### Target gene prediction and pathway analysis

Two databases were used in predicting target genes of differential miRNAs. Finally, 1473 and 5732 target genes gained from each software. Taking intersection of predicted genes, 744 common genes were generated for further analysis.

The 744 target genes were put into String software in order to obtain interaction network. The up-regulated target genes were colored yellow and down-regulated were in blue according to the regulation status of differentially altered miRNAs (Figure 4A). There were 167 target genes up-regulated (yellow) and 30 down-regulated (blue) mediated by YQFM (Figure 4B). The target genes were imported into KEGG database and we chose top 5 pathways according to a descending order of gene counts as the important ones (Figure 4C). The results showed that PI3K-Akt and MAPK signaling pathways in the top 5 pathways were related to cardiomyocyte hypertrophy and apoptosis, indicating that YQFM might attenuate cardiomyocyte hypertrophy and apoptosis through PI3K-Akt and MAPK signaling pathways. The involved genes were highlighted in partial gene network with different colors. It also showed a positive correlation between the importance of genes and node size (Figure 4D).

**Figure 4:**
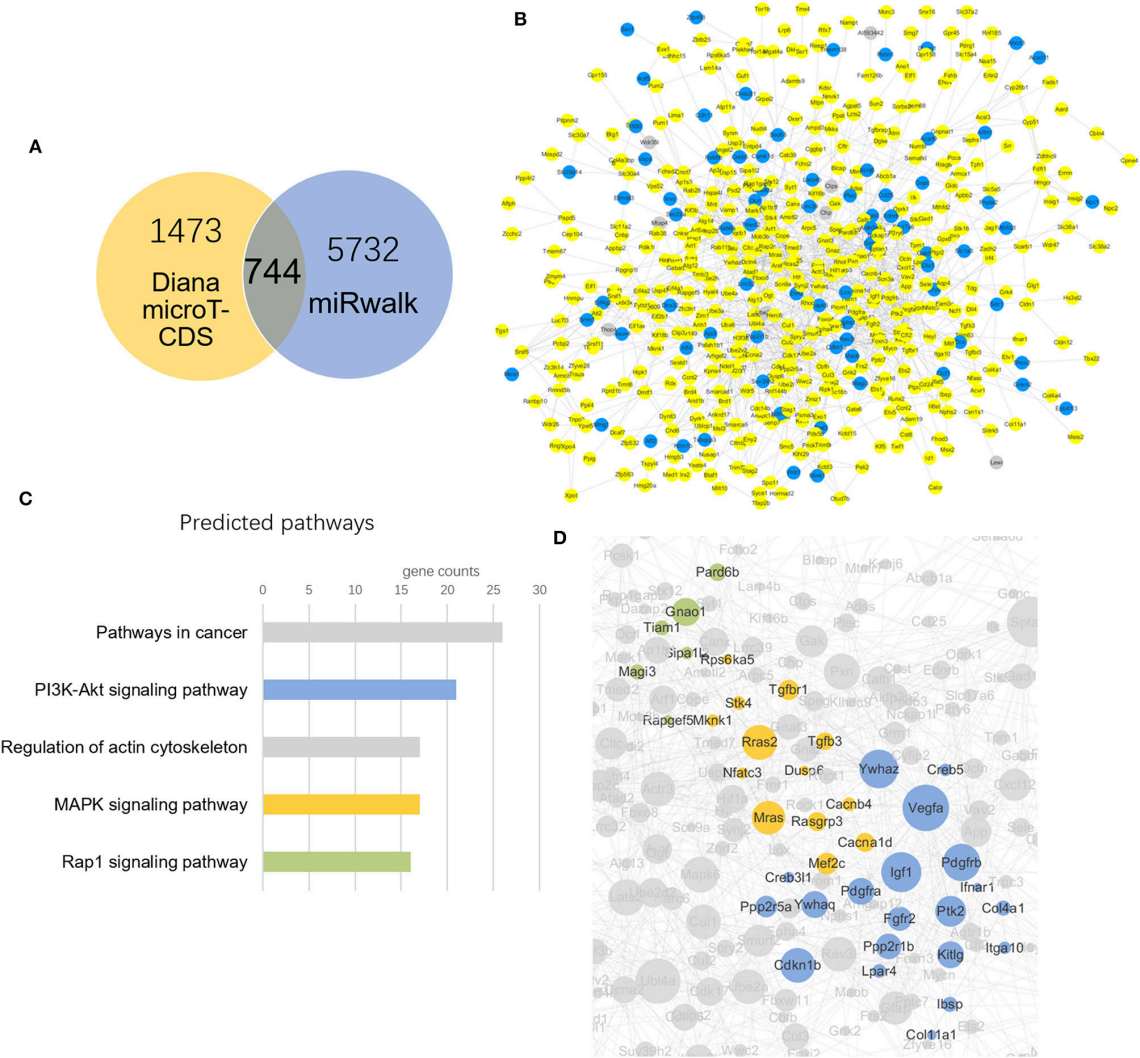
Target genes prediction and network construction. **(A)** Venn diagram of target gene counts from two different databases, taking the intersection of them finally got 744 miRNAs for further study. **(B)** YQFM Regulated target genes according to differential altered miRNAs: (yellow: up-regulated, blue: down-regulated, gray: not regulated); **(C)** Signaling pathway prediction ranking top 5 from KEGG database. The colors show consistent with that in image **(D)**; **(D)** Genes in 3 predicted pathways clustering in the network according to KEGG database.

### Verification of miRNAs

MiR-21-3p and miR-542-3 were further verified by RT-PCR. The result clearly indicated that the expression of miR-21-3p significantly decreased in MI group compared to sham-operated controls. However, the *p*-values of miR-21-3p and miR-542-3p between YQFM treated and MI group are 0.11 and 0.40, respectively, which is not statistical significant. It may be attributed to the individual differences of five biological replicates. Although there is no significantly reversed, it still exhibited obvious reversed expression of two miRNAs after YQFM treatment (Figure 5). It showed the same variation trend as the result of miRNA chip. The verification result further suggested YQFM has the effect against cardiomyocyte hypertrophy and apoptosis by regulating related miRNAs.

**Figure 5:**
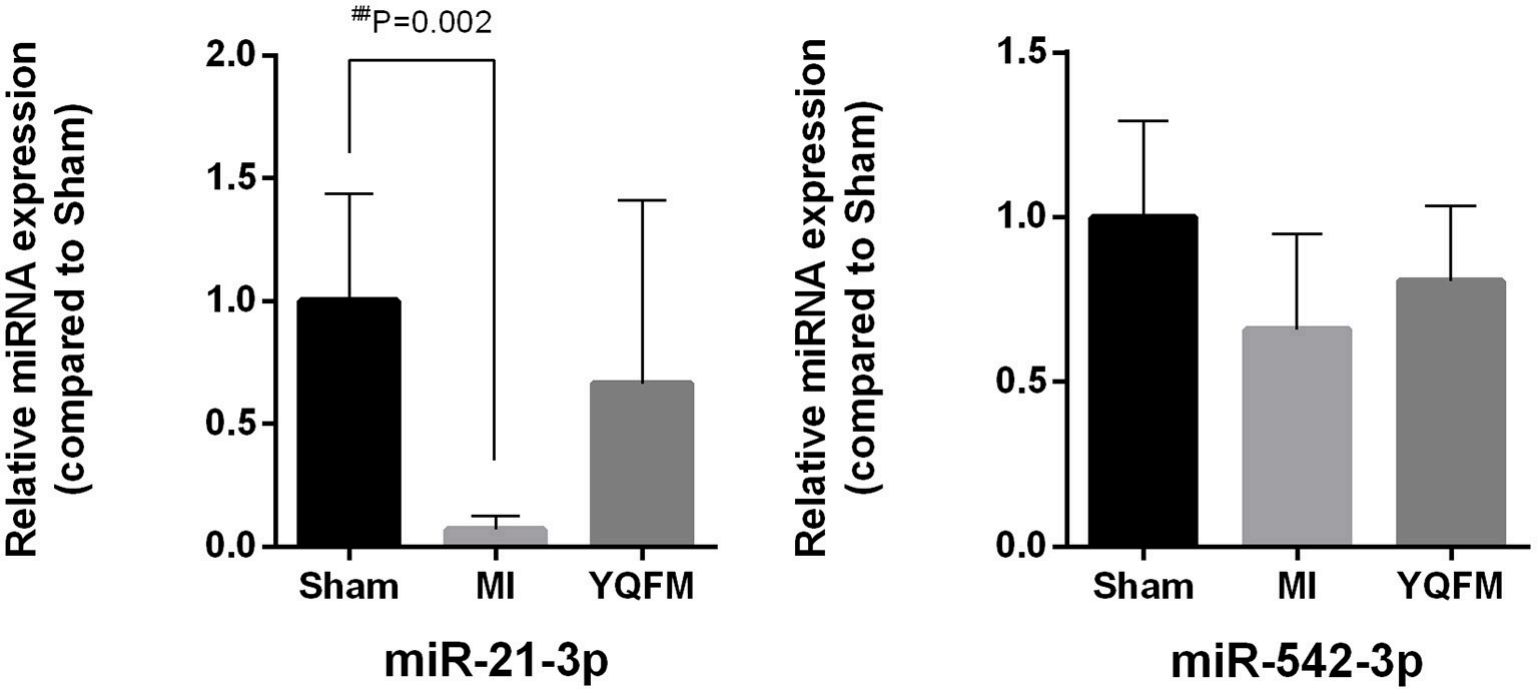
MiR-21-3p and miR-542-3p expression for validation of miRNA chip (*n* = 5). Unpaired Student *t*-test was performed. ^*##*^*P* < 0.01 vs. Sham group.

### Validation of YQFM against myocardial hypertrophy

Myocardial hypertrophy is a powerful compensatory state of cardiac muscle cells. Chronic heart failure develops gradually based on the myocardial compensatory hypertrophy. Thus, we used angiotensin II(AngII)to induce hypotrophy of H9c2 myocardial cells, and applied Phalloidin to stain F-actin and Hoechst to stain the nucleus. As Figure 6 showed, AngII induced larger cell surface area (*P* < 0.05), indicating a hypertrophic phenomenon of H9c2 myocardial cells. However, YQFM treatment (*P* < 0.05) significantly attenuated the surface area of cells. By estimating hypertrophic marker gene *ANP*, YQFM treatment showed a significant decrease of *ANP* expression than AngII-induced hypertropic H9c2 myocardial cells.

**Figure 6:**
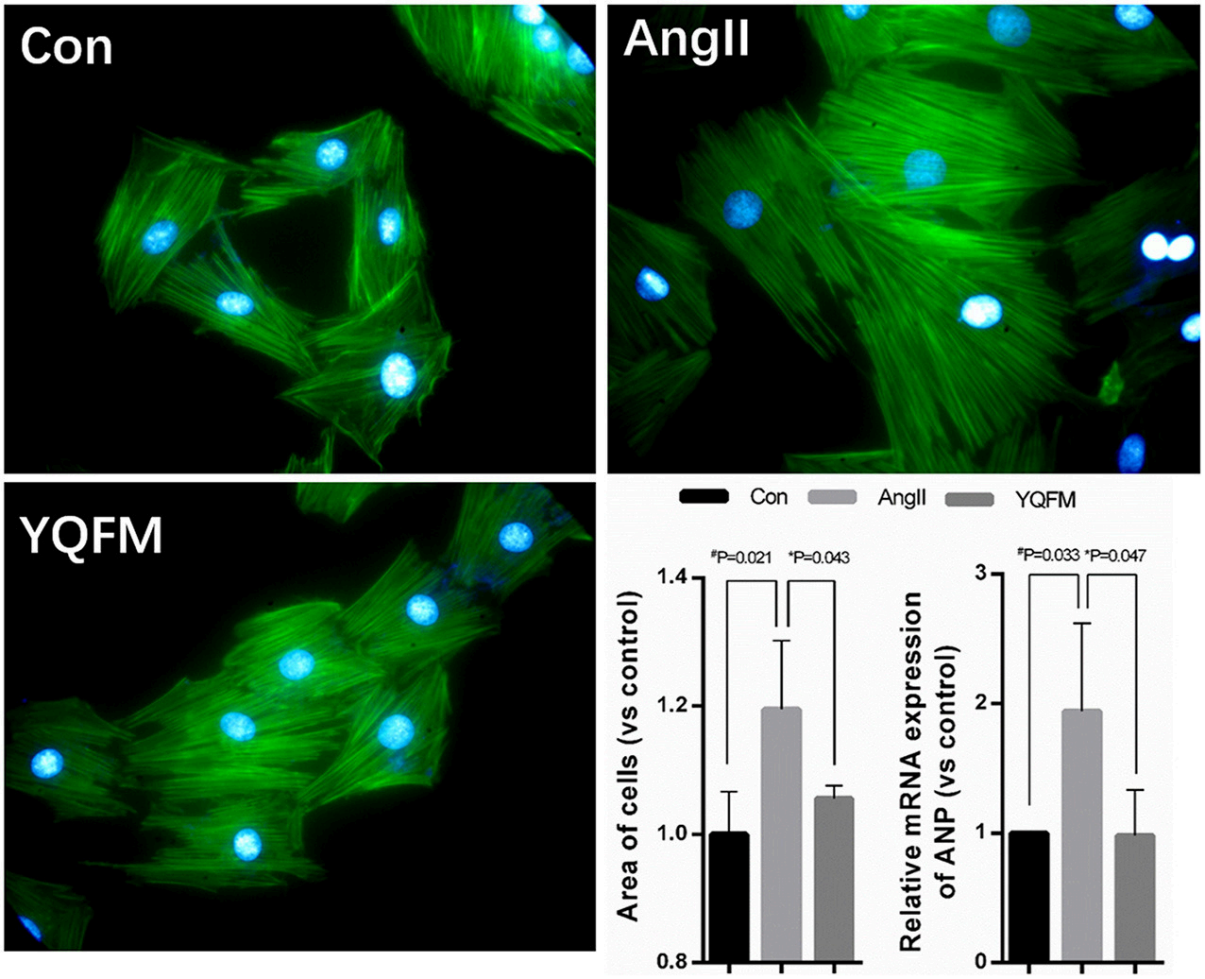
Changes of hypertrophy cell areas and *ANP* expression level (*n* = 4). One-way ANOVA was performed. ^*^P < 0.05, vs. AngII group; ^#^*P* < 0.05, vs. Control group.

### Validation of YQFM against myocardial apoptosis

After YQFM pre-protection, H9c2 myocardial cells were treated with 300 μM tert-butyl hydroperoxide (t-BHP) for 1 h, Hoechst 33342 was used to examine cell apoptotic effect. The results showed that the nucleus was dyed into distinct bright blue and fragmentation of nucleus appeared after t-BHP treatment. Nucleus of cells pre-protection with YQFM was dye into ordinary blue without fragmentation (Figure 7). Besides, YQFM might significantly improve cell viability (*P* < 0.01) which was decreased by t-BHP (*P* < 0.01). ATP content examination showed that ATP level of t-BHP injured cells was decreased (*P* < 0.01), and YQFM attenuated this effect (*P* < 0.05). Thus YQFM had the effect of anti-apoptosis on t-BHP induced H9c2 myocardial cells apoptosis model.

**Figure 7:**
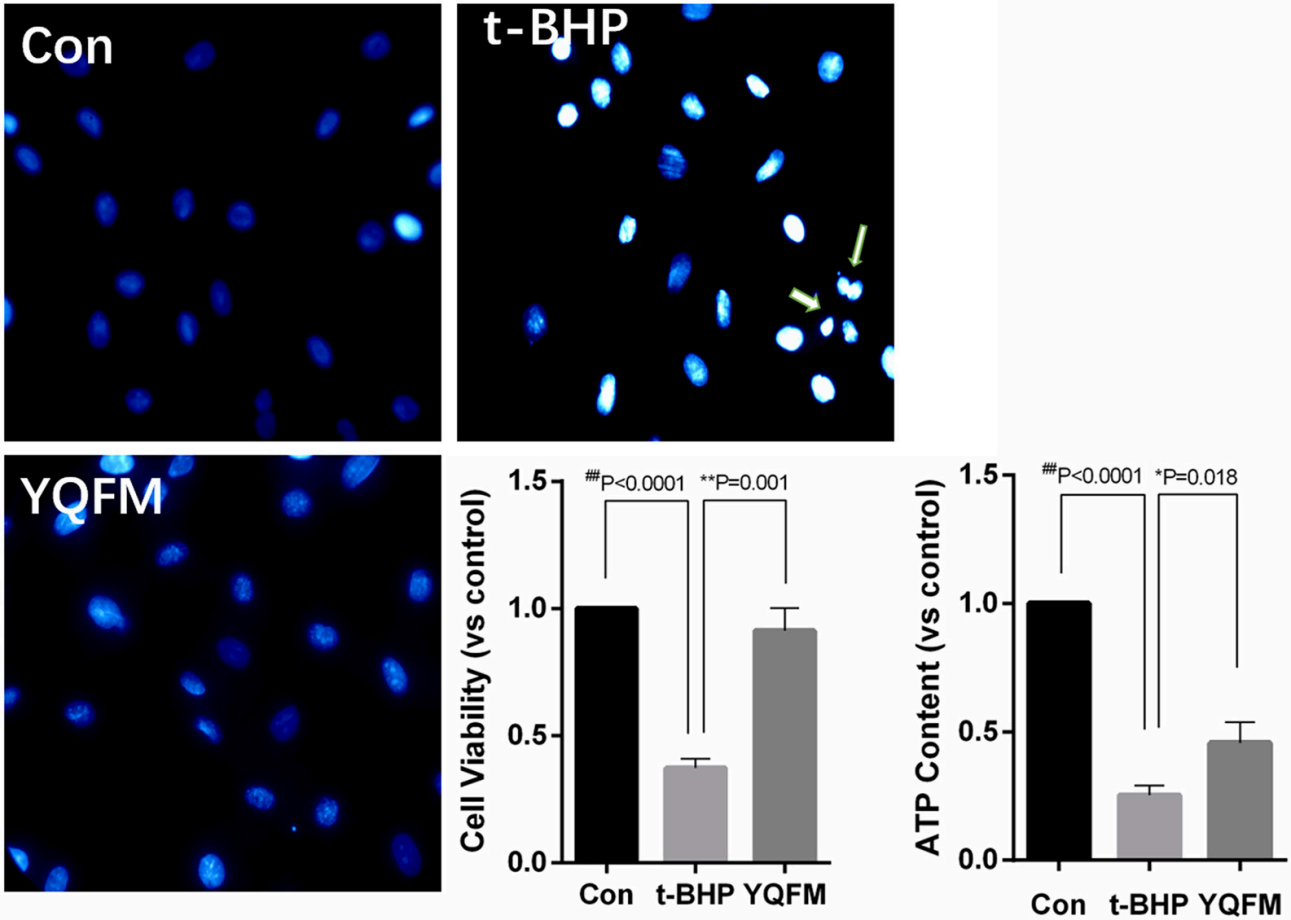
Hoechst staining, cell viability and ATP content of t-BHP injured H9c2 myocardial cells (*n* = 3). One-way ANOVA was performed. ^*^P < 0.05, ^**^P < 0.01, vs. t-BHP group; ^*##*^*P* < 0.01 vs. Control group.

According to the network analysis in the previous result. YQFM has the potential in regulating PI3K-Akt pathway against myocardial apoptosis. Therefore, the protein expression of p-Akt/Akt in t-BHP injured H9c2 myocytes after YQFM treatment was measured. As shown in Figure 8, YQFM significantly elevated the phosphorylation of Akt compared to untreated cells, suggested that activation of Akt may be attributed to anti-apoptosis effect of YQFM. Our findings are accordance with the previous reports (Cui et al., 2013; Liu et al., 2016).

**Figure 8:**
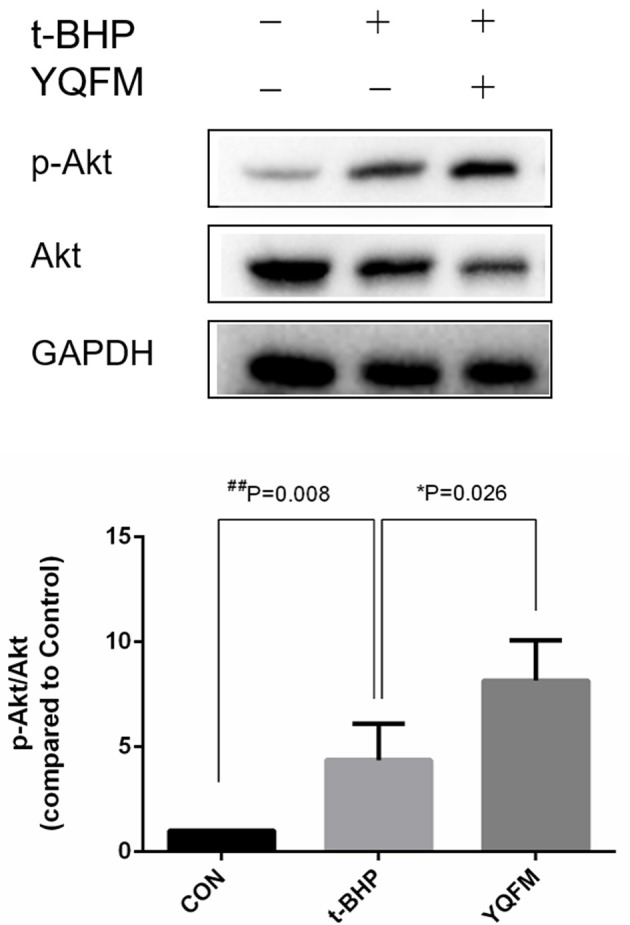
Involvement Akt expression by YQFM against myocardial apoptosis. Densitometry analysis showed the protein expression of p-AKT and AKT. Unpaired Student *t*-test was performed (*n* = 4). ^*^P < 0.05, vs. t-BHP group; ^*##*^*P* < 0.01 vs. Control group.

## Discussion and conclusion

Yiqifumai Injection (YQFM) is widely used for treating microcirculatory disturbance-related diseases in China, and was approved by China Food and Drug Administration (Yuan et al., 2011). Currently, most of the pharmacological studies of YQFM demonstrated that it has antioxidant, anti-inflammatory and other protective effects (Xing et al., 2013). To uncover the mechanism of YQFM in a holistic way, our present study used miRNA expression profiling to illustrate the effects of YQFM on CHF-rats.

By employing the echocardiography detection and left ventricular intubation evaluation, YQFM showed a marked improvement of cardiac function of CHF-rats. According to histopathology and immunohistochemical examinations, YQFM inhibited hyperplasia of interstitial fibers in order to improve cardiac function. These results consolidated that the altered miRNAs regulated by YQFM on CHF-rats were the representative miRNAs that might have the potential to explain YQFM mechanism in the further miRNA expression profiling study.

Considering both fold change (fc) and reverse rate (RR) of miRNA expression analysis are important, we utilized a strict criteria of fc≥4 (or ≤1/4) and <1 RR <2 to pick out altered miRNAs (Li et al., 2014). Finally, 7 differential miRNAs were picked out. Among them, miR-21-3p, miR216-5p, and miR542-3p are related to myocardial hypertrophy, cancer and apoptosis, respectively. The close relationship between these miRNAs especially for miR-21-3p and miR-542 and myocardial function drew our attention. MiR-21-3p has been reported to ameliorate cardiac hypertrophy respond (Bang et al., 2014). MiR-542 has been reported to inhibit the cancer cells from proliferation, invasion and migration (Cai et al., 2015; Yuan et al., 2017). By regulating them, YQFM might protect cardiomyocytes from hypertrophy and aberrant cell cycle.

To further depict and study the miRNA function, we predicted the target genes of all seven miRNAs and constructed gene network and pathway enrichment. The so-called 744 differentially expressed genes (predicted by miRNAs) were chosen as intersection of two databases. According to the regulation status of their miRNAs, the genes altered status was depicted in the gene network. More genes were up-regulated than down-regulated by YQFM in CHF-rats. Combined with the pathway enrichment results, 3 clusters of genes indicating different pathways were highlighted prominently in the gene network. We chose the top 5 pathways according to the gene counts involved in the pathways. The results showed that PI3K-Akt signaling pathway (contained 21 genes), MAPK signaling pathway (contained 17 genes) and Rap1 signaling pathway (contained 16 genes) indicated that the myocardial protective effect of YQFM. Among them, PI3K-Akt signaling pathway and MAPK signaling pathways are two notable pathways related to cardiomyocyte hypertrophy and apoptosis (Song et al., 2015; Sun et al., 2016; Xia et al., 2016). In the earlier report, Yu and colleagues found YQFM Powder Injection could attenuate myocardial remodeling and heart failure through modulating MAPKs signaling pathway, which is further supported by our findings (Pang et al., 2017).

Based on these findings, we presumed that YQFM could alleviate hypertrophy and apoptosis in heart tissue during CHF in order to maintain heart function by regulating the miRNAs expression such as miR-21-3p and miR-542-3p. Combined with miRNA expression profile and other results in cellular model, we speculate the genes and signaling pathways mediated by YQFM on CHF rats (Figure 9). Based on the discovery from miRNA expression profiling study, we employed angiotensin II (AngII) induced hypertrophy and tert-butyl hydroperoxide- (t-BHP) injured cellular models on H9c2 myocardial cells to estimate the protective effects of YQFM. Ang-II is an well-known neurohumoral factor which regulates the progress of myocardial hypertrophy and is considered to induce hypertrophy of myocardial cells (Liu et al., 2014; Wu et al., 2014). YQFM decreased the *ANP* expression to normal value which indicated that YQFM could protect H9c2 myocardial cells from hypertrophy induced by Ang-II. t-BHP is used for inducing cell apoptosis (Wang et al., 2016b). By pre-treated with YQFM (2.5 mg/ml) for 24 h before exposed to t-BHP (300 μM) for 1 h, the results showed that YQFM had a marked protective effect against cell apoptosis. It also improved the cell viability and increased ATP level. Moreover, we found YQFM significantly improved phosphorylation of Akt, which contributes to the anti-apoptosis effect. In summary, the cellular results showed that YQFM could protect H9c2 myocardial cells against Ang-II induced hypertrophy and t-BHP induced apoptosis. These results also illustrated that the pathways enriched by altered target genes were indeed indicating YQFM effects on protecting myocardial cells.

**Figure 9:**
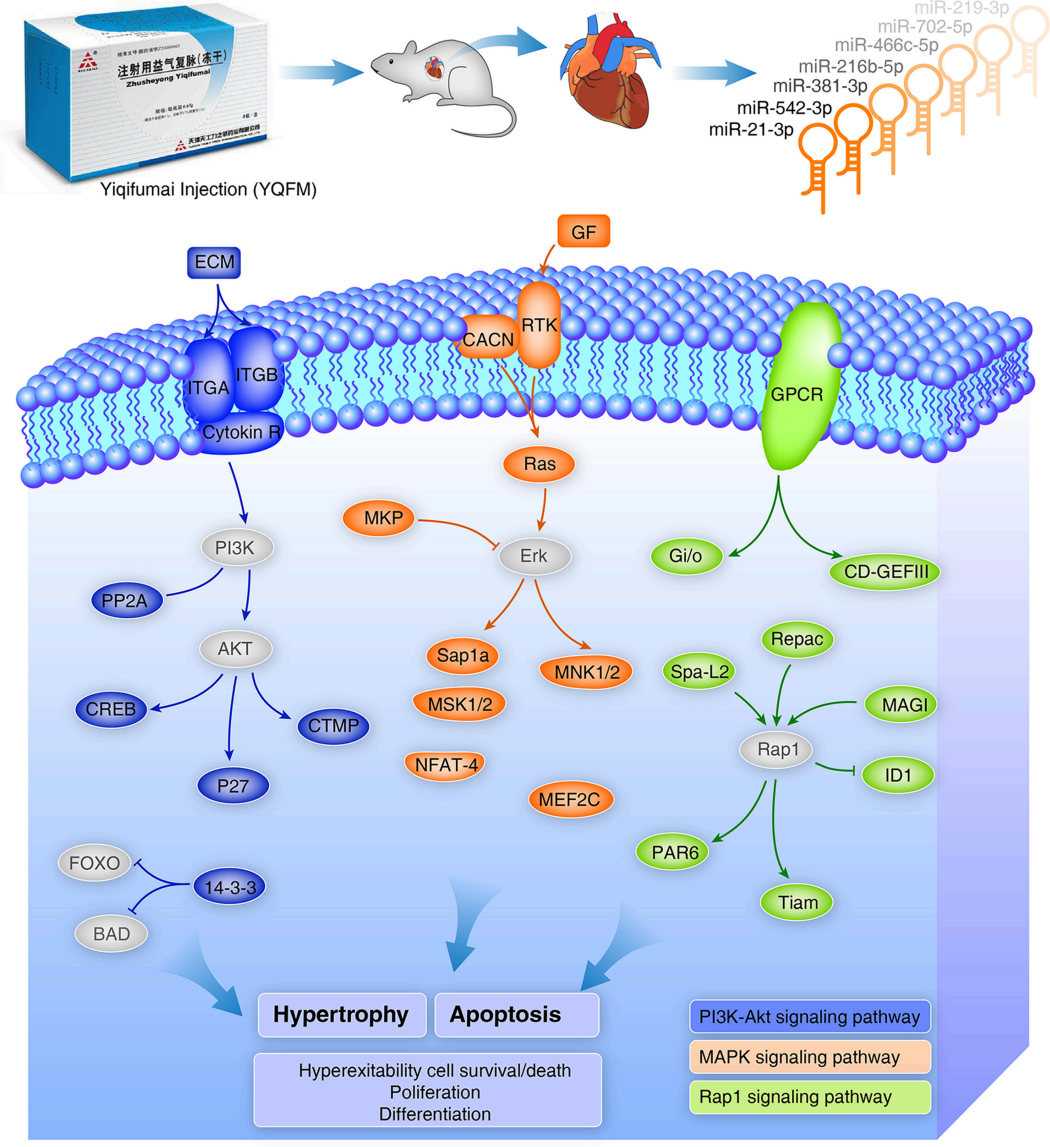
Schema of YQFM potential protective effects against hypertrophy and apoptosis by regulating miRNAs and related target genes. Colored gene icons represent genes directly mediated by YQFM in the miRNA profiling study and the key genes which were not showed up in the miRNA profiling study were added for the integrity of the figure. The blue, orange and green colors are represented for three predicted pathways: PI3K-Akt, MAPK, and Rap1 pathways, respectively. These pathways are related to Hypertrophy and Apoptosis which has been further validated on cellular model in the study. They are also related to cell survival/death, proliferation and differentiation.

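Across the 263 tested miRNAs, the log2 ratio of YQFM to MI rose with that of Sham to MI (Pearson's r = 0.805, Spearman's rho = 0.807, 4 rats per group). This correlation runs across miRNAs, which are not independent replicates, and both ratios share the same 4 MI arrays. In 1000 simulations of unchanged groups that shared those arrays, r averaged 0.496, its central 95% ran from -0.0813 to 0.875, and 79 simulations gave an r as high as the observed one. With separate MI arrays for each ratio, 2 for Sham and 2 for YQFM, the mean r over the 6 ways of dividing them was 0.544 (0.287 to 0.691). A difference between slides stays open, since all Sham arrays and YQFM replicates 2 to 4 shared a slide that held no MI array. Leaving out each array in turn, r stayed between 0.725 and 0.873. Between YQFM and Sham, limma called 0 of the 263 miRNAs and the methods' t-test 0 after Benjamini-Hochberg adjustment, with 15 at an unadjusted p under 0.05 from limma, all lower in YQFM.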

In conclusion, our results showed that YQFM can regulate miRNA expression in protecting heart tissue. 

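On single arrays, the scaled signal of miR-21-3p before the floor ran from 3.39 to 4.67 in the Sham group, from 0.692 to 2.80 in MI and from 4.31 to 4.96 in YQFM (4 rats each). That of miR-542-3p ran from 5.19 to 9.24 in Sham, from 1.81 to 4.23 in MI and from 3.95 to 7.30 in YQFM. In the authors' processed values, miR-21-3p was above the value of 0.1 on 8 of the 12 arrays and miR-542-3p on 5, and on no MI array for the latter. As the arm that is read from the same precursor as miR-21-3p, miR-21-5p was detected on all 12 arrays. Its log2 signal was 7.81 ± 0.27 (SD, n = 4) in Sham, 8.60 ± 0.65 in MI and 8.26 ± 0.73 in YQFM. The log2 ratio of MI to Sham was 0.79 (standard error 0.379, adjusted p = 0.194 from limma) and that of YQFM to MI -0.34 (adjusted p = 0.783), both within the spread of the arrays, and both changed sign with the slide as a block (-0.41 and 0.49). In that fit the MI group enters only through MI replicate 4, the only MI array on a slide with another group. On 3 arrays miR-21-5p itself lay at the percentile used for scaling, which fixes its scaled signal there. miR-542-5p, the other arm of miR-542-3p, was detected on 1 MI and 1 YQFM array and was not tested. Of the miRNAs clustered with it, miR-503-5p and miR-322-5p were detected on all arrays. Their log2 ratios of MI to Sham were 0.06 (adjusted p = 0.927) and 0.12 (adjusted p = 0.711), and those of YQFM to MI -0.12 and -0.13. The sign of all 4 ratios changed with the processing. miR-351-5p and miR-450a-5p were detected on no array. miR-503-3p, the other arm of miR-503-5p and chosen after its values had been seen, was detected on 2 YQFM arrays and on no Sham or MI array. Its floored log2 signal was 3.02 ± 0.17 (SD, n = 4) in Sham, at the floor on all MI arrays and 2.76 ± 0.24 in YQFM. It was among the 19 miRNAs called between MI and Sham (adjusted p = 0.016 from limma), without a measured fold change since neither group was above background, and it was not called between YQFM and MI (adjusted p = 0.112 from limma).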

MiR-21-3p and miR-542-3p were two important altered miRNAs found in YQFM treated group according to miRNA profiling study. We also validated the protective effect of YQFM against hypertrophy and apoptosis in cellular models. Our findings provide scientific evidence for the mechanism of action of YQFM against chronic heart failure.

## Author contributions

YW, LT, YL, and GF designed the research. GF, LL, HZ contributed to animal experiments. YW, XL, and YZ contributed to the miRNA expression profile data analysis and cellular experiments. All authors contributed to the manuscript and approved the final version of the manuscript.

### Conflict of interest statement

YL and LT were employed by company Tasly Holding Group Co., Ltd. Other authors declare no competing interests.

How the deposited data were processed for this re-analysis (not part of the article)

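MiRNA expression was measured in the left ventricle of 12 rats, 4 in each of the Sham, MI and YQFM groups, with 1 Agilent rat miRNA array per rat and a single dye. The authors deposited the scanner output of each array, in which the intensity of each spot had been detrended and background-subtracted by the Feature Extraction software and had not been scaled between arrays. The authors also deposited a table of processed values, which are linear intensities summed over the probes of a miRNA, equal to 0.1 where no probe exceeded 3 times its error, and likewise not scaled between arrays. The paper names the GeneSpring software for the basic analysis, and its text does not name a normalization. The array annotation refers to the rat genome build rn4.

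Each array was assigned to its group by the sample title, the description and the group entry, which give 4 arrays per group as Figure 3 does. For 2 arrays, MI replicate 4 and Sham replicate 4, the source name gives another group. All columns of the processed table were matched to a sample.

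From the scanner output, control spots and spots marked as outliers were left out. Signals were averaged over the spots of a probe and then over the probes of a miRNA, divided by the array's 75th percentile over the 201 miRNAs detected on all arrays, and multiplied by the mean of these percentiles. A probe was called detected when more than 50% of its spots were well above background, and a miRNA when at least 1 of its probes was. Scaled signals below the floor of 5.20, which is 2.38 on the log2 scale, were set to it. Values at the floor have no order among themselves. The 263 miRNAs detected on at least 2 of the 4 arrays of a group were tested. A miRNA of Table 1 outside this filter was given from a fit over all miRNAs of the array. Signal over background sets what these arrays can show, since 471 of the 758 miRNAs were detected on no array, and the number of arrays limits the precision.

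MI was compared with Sham, YQFM with MI and YQFM with Sham by a linear model over all 12 arrays with moderated two-sided tests (limma 3.58.1 in R 4.3.3) and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05. This procedure was tested on simulated data with known changes. Single miRNAs were also compared by exact two-sided permutation tests, for which 4 rats against 4 give a smallest p of 0.0286. The fold change criteria of the study were at least 4 or at most 0.25 for Sham to MI and for YQFM to MI, with an RR from 1 to 2. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

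The miRNAs named in the text were those of Table 1, the RT-PCR reference miR-92a-3p, and the opposite arms and cluster partners of the Table 1 miRNAs. For each of the MI against Sham and YQFM against MI comparisons, up to 5 called miRNAs were added, taken by size of the log2 ratio among those detected on at least 3 of 4 arrays of both groups and without overlap between the groups. Where none was called, the 3 with the smallest unadjusted p were taken. Up to 10 miRNAs that met the fold change and RR criteria would have been added, and none did. Other miRNAs named in the text were chosen after their values had been seen. Lists of miRNAs taken as markers of cardiomyocytes, fibroblasts, leukocytes, erythrocytes and endothelial cells were compared between groups by limma's rotation test (fry), with camera as an alternative.

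The design, the named miRNAs, the cell type lists and the alternatives were set before the data were examined, except where another time is stated. The alternatives were normexp background correction with an offset of 50, the total gene signal of Feature Extraction, the authors' processed values, the 75th percentile over all miRNAs, quantile normalization, no scaling, the floor divided by 4, other detection filters and calls, the brightest probe of each miRNA, leaving out the 2 arrays with conflicting labels or each array in turn, a fit of only the groups compared, the replicate number or the slide as a block, a trend in the moderated test, the methods' t-test, ratios of linear means, no limit on the RR, Spearman's rho, separate MI arrays for each ratio, and complete linkage. All arrays were scanned on 1 day, so that the scan date gave no alternative.

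MiRNA gene names and neighbors came from an annotation of the GRCr8 assembly, and positions from the array annotation on rn4. RT-PCR, echocardiography, histology, the H9c2 cell experiments, Western blots, target prediction and pathway analysis were not analysed here.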

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

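The tests of other splits of the arrays for the counts of called miRNAs, of the slides, of tissue makeup, of the number of detected miRNAs and of the array positions were chosen after the results had been seen, and so was the use of the range of array positions to read them.

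Outside Table 1, 19 miRNAs differed between MI and Sham in limma, which the paper does not report. By adjusted p they were miR-208a-5p, miR-292-5p, miR-133c, miR-193a-5p, miR-503-3p, miR-652-5p, miR-92b-3p, miR-30d-5p, miR-3120, miR-6317, miR-547-5p, miR-22-3p, miR-149-3p, miR-448-3p, miR-1249, miR-1199-5p, miR-878, miR-296-5p and miR-3074, named here after their values had been seen. Only miR-878, detected on 3 arrays, was higher in MI. Of the 19, 10 were detected on all 12 arrays. Of the 35 splits of these 8 arrays, 2 gave at least as many called miRNAs, the real grouping included, so that chance cannot be excluded. The other split set Sham replicate 4 and MI replicates 1 to 3 against the remaining arrays and gave 24. It keeps the arrays of the first slide together. With the slide as a block 0 miRNAs were called by limma, with 18 at an unadjusted p under 0.05. In simulated data that design recovered 26% of changes of 1 on the log2 scale, and no slide held both MI and Sham arrays, so that slide and group cannot be told apart. Among miRNAs at an unadjusted p under 0.05, 85.7% were lower in MI in the scaled values (66 of 77) and 65.4% after quantile normalization (51 of 78), where 27 were higher. This is just under the limit set for the test beforehand, but quantile normalization itself moves higher and lower calls toward balance, so that the part of the scaling in the lower calls stays open. The fibroblast list was not higher in MI by the rotation test (adjusted p = 0.941 over 6 miRNAs), but its median log2 ratio was 0.59, and so few miRNAs leave tissue makeup open. The number of detected miRNAs did not differ between MI and Sham (exact permutation p = 0.771), although MI replicate 3 had the lowest number, 211, and MI replicate 4 the highest, 268, which leaves a lower signal on some MI arrays open. An effect of the infarction itself stays among the open explanations and was not separated from these.

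In 8 of 48 groups of 4 values, 1 array lay far from the other 3, where chance gives about 2.4. The gap from that array to the nearest other, divided by the range of the group, is given for each. In 4 of them the other 3 arrays were at the floor, which makes this ratio 1 for any array above it. These were miR-216b-5p in MI (a log2 signal of 2.381 against 2.378), miR-219a-2-3p in Sham (2.82), miR-466c-5p in YQFM (2.65) and miR-702-5p in MI (2.52). The floor fixes these ratios, and no biological explanation was tested.

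For miR-381-3p in YQFM the ratio was 0.917, with 2.91 on YQFM replicate 1 against 2.47 on the next array. For miR-21-5p in YQFM it was 0.925, with 9.34 on the same array against 7.93. For miR-21-5p in Sham it was 0.951, with 7.40 on Sham replicate 2 against 7.93. On Sham replicate 1 and YQFM replicates 2 and 4 miR-21-5p itself lay at the scaling percentile, so that its scaled signal is the same there by construction. This narrows the range of the other YQFM arrays, but not that of the other Sham arrays, of which only 1 is concerned. YQFM replicate 1 shared its slide with MI replicate 4 only. Over the 19 miRNAs with the smallest p for MI against Sham in a fit without these 2 arrays, its median position was 0.497 on a scale from Sham (0) to MI (1). This lies between the range of the Sham arrays and that of MI replicates 1 to 3. A difference between slides and an exchange of labels could both give such a position and cannot be told apart with 1 array of each group on that slide. A difference between the treated rats was not tested.

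The 75th percentile used for scaling was 267 on Sham replicate 4 against 222 on the next Sham array, a ratio of gap to range of 0.964. This array has a conflicting source name, and the YQFM arrays ran from 235 to 275. The scaling removes the difference in brightness, and no biological explanation was tested.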

How the results depend on the processing

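The random slide block, the groups by source names, the authors' processed values with ratios of linear means, and the permutation tests without the floor were chosen after the data had been seen. Where a sign or a count changed, the cause was not tested, except that stricter filters and left-out arrays leave fewer miRNAs or rats.

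The number of miRNAs called between MI and Sham (19) stayed within a factor of 1.5 under 7 of 33 alternatives and ran from 0 to 62 over all of them. The number between YQFM and MI (0, with 50 at an unadjusted p under 0.05) stayed 0 under 24 of 33. Between YQFM and Sham it was 0 in limma under all alternatives (15 at an unadjusted p under 0.05 in the scaled values) and 0 in the methods' t-test after adjustment, and the exception was the methods' t-test without adjustment with 23. No cell type list was called under any of 20 alternatives. The fold change and RR criteria were met by 0 miRNAs under 25 of 28 alternatives. The correlation of the ratios moved under 1 of 27, separate MI arrays for each ratio, to a mean of 0.544, and leaving out each array in turn gave 0.725 to 0.873.

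Normexp background correction gave 5 called miRNAs for MI against Sham and 1 for YQFM against MI. It turned the log2 ratio of YQFM to MI positive for miR-219a-2-3p (0.010), miR-466c-5p (0.0093) and miR-702-5p (0.00547), and for miR-503-5p (0.011), and that of MI to Sham for miR-193a-5p (0.0063).

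With the total gene signal 0 miRNAs were called by limma between MI and Sham (38 at an unadjusted p under 0.05), and 2 met the criteria. The log2 ratio of Sham to MI of miR-219a-2-3p was -2.49, those of MI to Sham were 0.10 for miR-1199-5p and 1.32 for miR-193a-5p, and those of YQFM to MI -0.020 for miR-466c-3p and 0.42 for miR-503-5p. Median log2 ratios of MI to Sham became 0.072 for the cardiomyocyte list, 0.16 for leukocyte and 0.26 for erythrocyte miRNAs, and that of YQFM to MI -0.36 for erythrocyte miRNAs.

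With the authors' processed values 0 miRNAs were called by limma between MI and Sham (54 at an unadjusted p under 0.05), and 11 met the criteria. The ratio of Sham to MI of miR-219a-2-3p was -2.71, and those of YQFM to MI were 0.032 for miR-503-5p and 0.061 for miR-322-5p. The erythrocyte list had a median of 0.41 for MI against Sham, and for YQFM against MI the medians were 0.21 for cardiomyocyte, 0.17 for fibroblast, -0.49 for erythrocyte and 0.10 for endothelial miRNAs. The adjusted Rand index of the clustering was 0.368, against 0.217 with complete linkage and -0.014 in the scaled values with average linkage. With ratios of linear means of these values 13 miRNAs met the criteria, and the log2 ratio of Sham to MI of miR-219a-2-3p was -4.47.

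Among scalings, the percentile over all miRNAs gave 3 called miRNAs for MI against Sham, with medians of 0.069 for the leukocyte list (MI against Sham) and 0.00292 for the fibroblast list (YQFM against MI). Quantile normalization gave 2 for MI against Sham and 2 for YQFM against MI. The ratio of Sham to MI of miR-219a-2-3p was then -0.015, those of YQFM to MI -0.025 for miR-92a-3p and -0.034 for miR-466c-3p, and the medians 0.010 for leukocyte (MI against Sham) and 0.00178 for fibroblast miRNAs (YQFM against MI). Without scaling limma called 0 (42 at an unadjusted p under 0.05). The ratio of YQFM to MI of miR-503-5p was 0.0059, the leukocyte median 0.00806 for MI against Sham, and the medians for YQFM against MI 0.067 for cardiomyocyte, 0.10 for fibroblast and 0.038 for endothelial miRNAs.

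With the floor divided by 4, 23 miRNAs were called between MI and Sham. The ratio of Sham to MI of miR-219a-2-3p was -0.21, the erythrocyte median for YQFM against MI -0.17, and 1 of the 14 ratios of Table 1 miRNAs was called, that of Sham to MI of miR-216b-5p. Without a filter 7 miRNAs were called between MI and Sham, and 7 among miRNAs detected on all 12 arrays. The brightest probe gave 2 for MI against Sham and 1 for YQFM against MI. Its ratios of MI to Sham were 0.013 for miR-292-5p and 0.012 for miR-92a-3p, and those of YQFM to MI -0.080 for miR-92a-3p and -0.12 for miR-466c-3p. The detection call of Feature Extraction gave 4 and 1, with -0.10 for the ratio of Sham to MI of miR-219a-2-3p and 1 called ratio of Table 1 miRNAs, that of YQFM to MI of miR-21-3p.

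Without the 2 arrays with conflicting labels 58 miRNAs were called between MI and Sham (8 higher and 50 lower) and 28 between YQFM and MI, and the ratio of YQFM to MI of miR-466c-3p was -0.069. Groups taken from the source names gave 58 and 53, and -0.30 for that ratio.

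With the replicate number as a block (replicate block) 10 miRNAs were called between MI and Sham and 0 between YQFM and MI. Arrays of the same number did not deviate together (r from -0.636 to 0.323, over 0.1 in 4 of 12 pairs), so that the arrays share only a number and are not paired. With the slide as a block limma called 0 between MI and Sham (18 at an unadjusted p under 0.05). The ratios of this fit take the MI group from MI replicate 4 alone, set against YQFM replicate 1 on its slide. For miR-216b-5p the ratio of Sham to MI was -0.045 and that of YQFM to MI -0.00339. The ratios of MI to Sham were 0.14 for miR-92b-3p, 0.22 for miR-1199-5p, -0.41 for miR-21-5p, -0.28 for miR-503-5p and -0.043 for miR-322-5p, and those of YQFM to MI 0.49 for miR-21-5p, -0.017 for miR-702-3p, 0.25 for miR-503-5p and 0.00199 for miR-322-5p. The slide as a random block gave 0 for MI against Sham (13 at an unadjusted p under 0.05) and ratios for miR-503-5p of -0.048 (MI to Sham) and 0.024 (YQFM to MI).

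The methods' t-test after adjustment gave 6 for MI against Sham. Without adjustment it gave 59 for MI against Sham, 45 for YQFM against MI and 3 ratios of Table 1 miRNAs, both of miR-216b-5p and that of Sham to MI of miR-542-3p. A trend in the moderated test gave 22 and a fit of only the groups compared 14. In exact permutation tests without the floor, miR-21-3p reached p = 0.0286 in both comparisons and miR-542-3p and miR-702-5p for MI against Sham.

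Leaving out each array in turn, the count for MI against Sham ran from 0 (without MI replicate 3) to 62 (without MI replicate 4). It was 7 without Sham replicate 1, 9 without Sham replicate 2, 7 without Sham replicate 4, 11 without MI replicate 1, 4 without MI replicate 2, 31 without YQFM replicate 1 and 9 without YQFM replicate 4. For YQFM against MI it ran from 0 to 28 (without MI replicate 4), with 20 without YQFM replicate 1. Called ratios of Table 1 miRNAs numbered 0 to 1 (without Sham replicate 3, miR-216b-5p, Sham to MI). The ratio of Sham to MI of miR-219a-2-3p ran from -0.051 to 0.097. For miR-503-5p the ratios ran from -0.20 to 0.21 (MI to Sham) and from -0.28 to 0.14 (YQFM to MI), and those of YQFM to MI from -0.00024 to 0.12 for miR-92a-3p and from -0.28 to 0.24 for miR-466c-3p. List medians for MI against Sham ran from -0.10 to 0.030 (leukocyte), -0.35 to 0.050 (erythrocyte) and -0.022 to 0.14 (endothelial), and for YQFM against MI from -0.39 to 0.10 (fibroblast), -0.054 to 0.14 (leukocyte) and -0.18 to 0.18 (erythrocyte).

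Signals near or below the floor limit the ratios of the Table 1 miRNAs, since only miR-216b-5p was detected on enough arrays to be tested.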

Differences from the paper's values

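The fold changes below are ratios of group means of floored log2 values. They depend on the floor for all miRNAs of Table 1. Of these only miR-216b-5p was detected on enough arrays to be tested, and 3 of its 4 MI arrays were at the floor, with MI replicate 4 at 2.381 against 2.378. The ratios of the other miRNAs, which compare values not well above background or mostly at the floor, are set beside the paper's and are not measured fold changes. A value was taken as within the paper's where neither was more than 1.5 times the other.

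For miR-21-3p the fold change of Sham to MI was 1.00 against the paper's 4.04, that of YQFM to MI 1.00 against the paper's 6.76, and the RR 1.00 against the paper's 1.67, since every array was at the floor. Of 32 alternatives set before the data were examined, the authors' processed values brought the fold change of Sham to MI within the paper's (5.56), and none did so for YQFM to MI. The RR came within the paper's with the total gene signal (1.15), with the floor divided by 4 (1.15) and with the detection call of Feature Extraction (1.25), and under no other of the 32. For miR-216b-5p the fold changes were 1.53 and 1.41 against the paper's 4.34 and 4.45, and only the floor divided by 4 brought them within the paper's (3.50 and 3.22).

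For the other miRNAs none of the 32 alternatives did so for either fold change. Many of the 32 could not, for any miRNA of Table 1. Other filters, other tests, the replicate block and a fit of only the groups compared leave these fold changes as they were. Most of the rest keep a floor, which limits such ratios from the start. In the order Sham to MI and YQFM to MI, the fold changes were 1.04 and 0.965 for miR-219a-2-3p (the paper's are 0.05 and 0.05), 1.38 and 1.14 for miR-381-3p (the paper's are 5.73 and 4.19), and 0.906 and 0.949 for miR-466c-5p (the paper's are 0.05 and 0.05). They were 1.35 and 1.15 for miR-542-3p (the paper's are 38.63 and 42.41), and 0.977 and 0.977 for miR-702-5p (the paper's are 0.05 and 0.05).

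The fold change and RR criteria picked out 0 miRNAs against the paper's 7. None of 27 alternatives set before the data were examined came within the paper's number. The authors' processed values gave 11 and the total gene signal 2.

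A calculation chosen after seeing the values used the authors' processed values with ratios of linear group means over all miRNAs. It reproduced all 14 fold changes and the RR of Table 1 up to rounding, such as 38.63 and 42.41 for miR-542-3p. The ratios of Table 1 can thus be had from values without scaling, set to 0.1 where no probe exceeded 3 times its error. The calculation picked out 13 miRNAs and dropped 1 of the paper's 7, miR-381-3p. Its RR was 0.732 there, and the paper's RR of 0.73 for it lies outside the stated limits of 1 to 2.

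Some settings called a miRNA of Table 1 that the adjusted test did not call in the scaled values. These were the floor divided by 4 and leaving out Sham replicate 3 for miR-216b-5p (Sham to MI), the detection call of Feature Extraction for miR-21-3p (YQFM to MI), and the methods' t-test without adjustment for miR-216b-5p in both comparisons and miR-542-3p (Sham to MI).

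Figure 3 places miR-216b-5p and miR-381-3p on a branch apart from the other miRNAs of Table 1. In the scaled values miR-702-5p, above the floor on MI replicate 3 only, stood apart, and miR-21-3p did not vary. In the authors' processed values miR-219a-2-3p, miR-466c-5p and miR-702-5p formed a branch.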

Other observations

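The tests of array positions, of other splits for the called miRNAs of each pair of groups, of the detection limit among the 13 miRNAs, and of never detected miRNAs for YQFM against MI and for MI above Sham, and the groups by source names, were chosen after the results had been seen.

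MI replicate 4 lay apart from the other MI arrays. Positions on a scale from Sham (0) to MI (1) were taken as the median over the 19 miRNAs with the smallest p for MI against Sham, in a limma fit without the array in question, MI replicate 4 and YQFM replicate 1. The position of MI replicate 4 was 0.257. MI replicates 1 to 3 had 0.716, 1.12 and 0.697, and the Sham arrays 0, -0.046, 0.156 and 0.289. The YQFM arrays had 0.497, 0.045, 0.011 and 0.287 in order of number. With the miRNAs picked without both arrays with conflicting labels, the position of MI replicate 4 was 0.158. A candidate explanation is a mislabelled sample, since the source name of this array gives the Sham group, and the hypothesis rests on the same 12 arrays. Without this array limma called 62 miRNAs between MI and Sham and 28 between YQFM and MI. A swap with Sham replicate 4, the other array with a conflicting source name, would need that array near MI. Its position was 0.289, the highest of the Sham arrays and below those of MI replicates 1 to 3, while the split that exchanges both arrays gave 24 called miRNAs, against 19 with the groups of the titles, so a swap stays open. The slide stays open as well, because MI replicate 4 shared a slide only with YQFM replicate 1, whose position of 0.497 lay between the Sham arrays and the other MI arrays. A milder infarction in this rat was not tested.

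Between YQFM and MI, where limma called 0 miRNAs (50 at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment), 35 of 35 splits gave as many. A count of 0 allows no other outcome, so this says nothing about chance. The split of MI replicates 1 to 3 and YQFM replicate 1 against the other 4 arrays gave 47. It leaves the slide of the first 3 MI arrays intact and exchanges MI replicate 4 and YQFM replicate 1, which shared a slide. The split of MI replicates 1 to 3 and YQFM replicate 4, which is on another slide, gave 11, while the same split with YQFM replicate 2 or 3 gave 0 in limma. An exchange of the labels of MI replicate 4 and YQFM replicate 1 cannot be told apart from a difference between slides, since YQFM replicate 1 was at a position of 0.497. An exchange of these labels is a hypothesis only, and no label in the data names YQFM replicate 1 as an MI sample. Between YQFM and Sham (0 by limma, 15 at an unadjusted p under 0.05) the number was 35 of 35 for the same reason.

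The first principal component of the tested miRNAs took 38.1% of the variance and the second 20.4%. On the first, MI replicates 1 to 3 had 4.91, 5.25 and 3.18 and YQFM replicate 1 had 4.48, while MI replicate 4 had -0.398 and all other arrays lay below 0.

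In the scaled values 0 miRNAs met the fold change and RR criteria, and 100 of 100 splits of the 12 arrays gave as many, as they must for a count of 0. These are the real grouping and other groupings drawn at random, here and below. In the authors' processed values, with ratios of linear means, 13 met them, and 2 of 100 splits gave as many, the real grouping and 1 other (median 7, from 2 to 13). The share is under 0.05, but the calculation was chosen after the values had been seen, and other groupings often gave several such miRNAs. Without the limit on the RR 18 met both fold changes, and 8 of 100 splits gave as many, the real grouping included (median 10, from 4 to 20), so that chance cannot be excluded there. Of the 13 miRNAs, 1 was well above background on at least 2 of the 4 arrays of a group, miR-216b-5p. This is consistent with the hypothesis that the criteria pick out miRNAs near the detection limit, where a value of 0.1 on the arrays of a group makes a large ratio. It leaves open whether such miRNAs differ in level between the groups.

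The correlation of the log2 ratios of Sham to MI and of YQFM to MI (r = 0.805) was reached in 7 of 100 splits, the real grouping included (median 0.556), and by 79 of 1000 simulations of unchanged groups that share the MI arrays. With separate MI arrays for each ratio, r stayed positive in all 6 ways of dividing them (0.287 to 0.691, mean 0.544). Sharing the MI arrays is therefore not needed for a positive correlation, although these divisions reuse the same 12 arrays. Chance and the shared MI arrays cannot be excluded as the source of an r as high as 0.805. A reversal of the changes of MI by YQFM stays open.

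Among the 471 miRNAs detected on no array, signals without a floor separated every MI array below every Sham array in 1.49%, against 1.43% by chance. This argues against a background common to all MI arrays as the source of the separation of miR-21-3p and miR-542-3p between MI and Sham. The share cannot show a lower background on only some MI arrays or for single miRNAs, so these stay open. For MI above Sham, the direction of miR-702-5p, the share was 2.12%, so that a differing background stays open there. Every YQFM array lay above every MI array in 4.88% and above every Sham array in 3.82%. A higher background on the YQFM arrays is a candidate explanation for the separation of miR-381-3p (5.38 on the lowest YQFM array, 5.12 on the highest MI array). For miR-21-3p these values were 4.31 and 2.80. The median signal of the never detected miRNAs was -0.59 on the YQFM and -0.86 on the MI arrays. That shift is smaller than the gap of miR-21-3p and would not separate it alone. A larger shift for single miRNAs was not tested, so a higher background is not excluded for miR-21-3p.

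The cell type lists were tested for whether tissue makeup differed between groups. None of 10 tests passed the threshold (adjusted p = 0.941 for each by fry, and 0.701 to 0.949 by camera), and 100 of 100 splits gave as many, as they must for a count of 0. For MI against Sham, the median log2 ratio was -0.11 for 4 tested of 6 cardiomyocyte miRNAs, 0.59 for 6 of 6 fibroblast, -0.024 for 4 of 6 leukocyte, -0.20 for 2 of 4 erythrocyte and 0.060 for 2 of 2 endothelial miRNAs. For YQFM against MI they were -0.058, -0.021, 0.061, 0.027 and -0.087 in the same order, and the rotation test gave the erythrocyte list a lower direction although its median was above 0. The signs of several medians changed with the processing, while the fibroblast median for MI against Sham stayed positive under all 20 alternatives (0.28 to 0.80). Members with the brightest log2 signals on the arrays, which depend on the probe and do not rank levels between miRNAs, were miR-133b-3p (12.53 in Sham, 12.35 in MI and 12.38 in YQFM) and miR-1-3p (12.35, 12.31 and 12.11) for cardiomyocytes, miR-143-3p (8.95, 8.84 and 8.77) for fibroblasts, miR-150-5p (7.30, 7.27 and 7.37) for leukocytes, miR-486 (7.75, 7.48 and 7.43) for erythrocytes and miR-126a-3p (9.32, 9.54 and 9.32) for endothelial cells. All tested members were detected in this heart tissue, and miR-21-5p of the fibroblast list is also the opposite arm of a Table 1 miRNA. Of the 6 fibroblast miRNAs, 4 were higher in MI than in Sham, while miR-143-3p and miR-145-5p were lower. Whether the members are specific to their cell type was not tested.

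miR-92a-3p, the reference of the RT-PCR in the paper, was detected on all 12 arrays. Its log2 ratio of MI to Sham was -0.24 (standard error 0.105, adjusted p = 0.153 from limma), and an exact permutation test gave p = 0.0857. The methods' t-test without adjustment called it, and with the brightest probe the ratio was 0.012. That of YQFM to MI was 0.07 (adjusted p = 0.841 from limma), with a sign that changed under quantile normalization (-0.025), with the brightest probe (-0.080) and without MI replicate 3 (-0.00024). Its probe CAGGCCGGGACAAGTGC maps to rn4 chromosome 15 from 99854493 to 99854509 and chromosome X from 139740860 to 139740876.

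Among other arms and cluster partners of the Table 1 miRNAs, miR-702-3p had a log2 ratio of MI to Sham of -0.89 (standard error 0.284, adjusted p = 0.0684 from limma), and an exact permutation test gave p = 0.0286. Of 33 alternatives, 4 called it, which were leaving out MI replicate 4 (-1.10), leaving out both arrays with conflicting labels (-1.17), the groups by source names (-1.08) and the methods' t-test without adjustment. Its ratio of YQFM to MI was 0.42 (adjusted p = 0.51 from limma). miR-466c-3p had 0.88 (standard error 0.436, adjusted p = 0.197 from limma) and 0.04 (adjusted p = 0.984 from limma). miR-216b-3p, miR-216a-5p, miR-217-5p, miR-219a-5p and miR-381-5p were detected on no array, and miR-424-5p was not among the miRNAs of the array.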
